# Super enhancer related gene ANP32B promotes the proliferation of acute myeloid leukemia by enhancing MYC through histone acetylation

**DOI:** 10.1186/s12935-024-03271-y

**Published:** 2024-02-22

**Authors:** Xiaomei Wan, Jianwei Wang, Fang Fang, Yixin Hu, Zimu Zhang, Yanfang Tao, Yongping Zhang, Juanjuan Yu, Yumeng Wu, Bi Zhou, Hongli Yin, Li Ma, Xiaolu Li, Ran Zhuo, Wei Cheng, Shuqi Zhang, Jian Pan, Jun Lu, Shaoyan Hu

**Keywords:** Acute myeloid leukemia, ANP32B, C-MYC, Histone Acetylation, H3K27ac

## Abstract

**Background:**

Acute myeloid leukemia (AML) is a malignancy of the hematopoietic system, and childhood AML accounts for about 20% of pediatric leukemia. ANP32B, an important nuclear protein associated with proliferation, has been found to regulate hematopoiesis and CML leukemogenesis by inhibiting p53 activity. However, recent study suggests that ANP32B exerts a suppressive effect on B-cell acute lymphoblastic leukemia (ALL) in mice by activating PU.1. Nevertheless, the precise underlying mechanism of ANP32B in AML remains elusive.

**Results:**

Super enhancer related gene ANP32B was significantly upregulated in AML patients. The expression of ANP32B exhibited a negative correlation with overall survival. Knocking down ANP32B suppressed the proliferation of AML cell lines MV4-11 and Kasumi-1, along with downregulation of C-MYC expression. Additionally, it led to a significant decrease in H3K27ac levels in AML cell lines. In vivo experiments further demonstrated that ANP32B knockdown effectively inhibited tumor growth.

**Conclusions:**

ANP32B plays a significant role in promoting tumor proliferation in AML. The downregulation of ANP32B induces cell cycle arrest and promotes apoptosis in AML cell lines. Mechanistic analysis suggests that ANP32B may epigenetically regulate the expression of MYC through histone H3K27 acetylation. ANP32B could serve as a prognostic biomarker and potential therapeutic target for AML patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12935-024-03271-y.

## Introduction

Acute myeloid leukemia (AML) is a malignant hematological tumor caused by genetic alterations and epigenetic disorders in myeloid precursor cells [1]. In the pediatric population, AML constitutes 20% of leukemias [2, 3]. Despite the overall survival rate of 75% in pediatric AML, the prognosis remains unfavorable for patients with relapsed or refractory disease [4]. Approximately 30% of children diagnosed with de novo AML undergo relapse, posing a substantial challenge in achieving a cure in the majority of cases [5]. Consequently, there is an urgent demand for targeted pharmaceutical agents and refined therapeutic approaches to enhance outcomes and extend the survival duration for pediatric AML patients.

Super-enhancers (SEs) is refers to a substantial aggregation of transcriptionally active enhancers. The identification of SEs can be achieved through active histone markers such as H3K27ac, H3K4me1, and transcription cofactor p300 [6]. SEs HOX, GFI1b [7, 8] have been shown to be involved in the development of AML, suggesting that SEs stimulate the activation of oncogenes, thereby initiating the development of AML. However, the super enhancer spectrum in children’s AML is unclear.

Therefore, we collected bone marrow samples from 11 pediatric AML patients to detect H3K27ac modification signals in tumor cells by chromatin immunocoprecipitations (ChIP-Seq). Additionally, we included B-ALL bone marrow samples as control samples to screen for SEs specific to pediatric AML. We screened 200 genes specifically modified by H3K27ac in pediatric AML, including ANP32A and ANP32B. The role of ANP32A [9] in the pathogenesis of leukemia has been substantiated by studies. Given its membership within the acidic leucine-rich nuclear phosphoprotein 32 kDa (ANP32) protein family [10], The involvement of the ANP32B gene in AML has piqued our keen interest. Notably, ANP32B’s LRR region exhibits binding activity with core histone H3-H4. The concave parallel β folding structure of the leucine-rich repeat (LRR) protein mediates the interaction between ANP32B and histones [11]. Conversely, the LCAR region of ANP32B functions as an inhibitor of histone acetylation. ANP32B acts as a histone chaperone, binding to transcription factors and regulating the activity of the Kruppel-like factor 5 (KLF5) transcription factor, thereby specifically inhibiting the transcription of downstream genes [12]. In the context of solid tumors, ANP32B plays a role in promoting liver cancer through the apoptosis pathway and protein interactions in the MARK and PI3K-AKT pathways [13].

The anti-apoptotic protein ANP32B has been shown in multiple studies to function as a direct substrate of caspase-3. Following its down-regulation and subsequent activation of caspase-3, ANP32B can be degraded by the activated caspase-3, thereby inducing cell apoptosis [14]. Additionally, ANP32B has been found to diminish the differentiation ability of leukemia cells [15]. Furthermore, ANP32B has been identified as an inhibitor of p53 activity, playing a crucial role in the regulation of both normal and CML stem cell maintenance [16]. However, a recent investigation has revealed that ANP32B exerts a suppressive effect on B-ALL in mice by activating PU.1 [17]. The findings imply that ANP32B potentially plays a multifaceted role in leukemia.

However, the precise underlying mechanism of ANP32B in the pathogenesis of hematologic malignancies remains elusive. Our previous investigation demonstrated that MZ1, a novel BET inhibitor, elicited significant downregulation of ANP32B genes in AML cell lines [18]. In this study, we observed an upregulation of ANP32B in AML patients, and high expression levels of ANP32B were associated with poor prognosis. The proliferation of AML cells MV4-11 and Kasumi-1 was suppressed by ANP32B knockdown by triggering apoptosis and inhibiting the cell cycle. Furthermore, the knockdown of ANP32B in AML cells exhibited a remarkable inhibition of tumor growth in vivo. Additional analysis indicated a positive correlation between ANP32B and C-MYC expression. Moreover, the downregulation of C-MYC expression in AML cell lines was observed upon the knockdown of ANP32B, suggesting that C-MYC is a downstream target of ANP32B. ANP32B knockdown led to a significant reduction in the levels of acetylated lysine 27 on histone 3 (H3K27ac).

In conclusion, our experimental findings suggest that ANP32B can be considered as a promising biomarker for prognostic assessment and a potential therapeutic target for pediatric AML.

## Materials and methods

### Cell culture

The MV4-11, Kasumi-1 human AML cell lines were obtained from the Chinese Academy of Sciences Cell Bank, and authenticated through Short Tandem Repeat (STR) analysis in 2023. Cells were cultured in RPMI1640 medium (22400089, Gibco, USA) supplemented with 10% fetal bovine serum (Biological Industries, CT, USA), and 1% penicillin–streptomycin (Millipore Sigma, MA, USA), cultured in a humidified incubator at 37 ℃ containing 5% CO_2_, and routinely tested for mycoplasma.

### ChIP-Seq data collection and analysis

In the present study, the raw data of our previous ChIP-Seq datasets for AML samples (GSE188605) were aligned to UCSC hg38 (the reference genome) using Bowtie2 (v 2.3.5) [19], with the following parameters -p 4 -q -x. Peaks were identified using MACS2 (v2.0.9) [20], applying the parameters -g hs -n test -B -q 0.01. The bigwig files of these datasets were then visualized using Integrative Genomics Viewer (IGV) [21] and WashU tool (http://epigenomegateway.wustl.edu/browser/).

### Public Hi-C data collection and analysis

The Hi-C data for THP-1 cell line (GSE126979) was obtained from the Gene Expression Omnibus database. Read mapping and loop calling were performed using HiC-pro (v.3.1.0) [22]. MboI restriction sites in the hg38 build were used for alignment with Bowtie2 as the mapping tool, specifying global options of –very-sensitive -L 30 –score-min L, − 0.6, − 0.2 –end-to-end –reorder and local options of –very-sensitive -L 20 –score-min L, − 0.6, − 0.2 –end-to-end –reorder during mapping procedure with 'GATCGATC' as the ligation site. The results were visualized and graphed using WashU tool (http://epigenomegateway.wustl.edu/browser/).

### White slice assay

MV4-11 and Kasumi-1 cells stably transfected with sh-NC and sh-ANP32B were inoculated into T25 culture bottles for culture. On day 3/5/7 after purinomycin screening, the number and morphology of the knocked down cells were observed under the microscope, and white light microscopic images were taken by the light microscope.

### Cell proliferation assay

Cells (2 × 10^3^/well) were seeded into 96-well plates with 1 µg/ml puromycin (ST551, Beyotime, China) added into the cultural medium. After 48 h and every 2 days, 20 µl CCK-8 solution (Dojindo Molecular Technologies, Tokyo, Japan) was supplemented and incubated for another 2 h. The absorbance at a wavelength of 450 nm was subsequently measured using an A Microplate Absorbance Reader (Thermo, USA).

### Soft agar clone formation analysis

1.2% agarose gel was used to prepare the underlying gel. After curing at room temperature, 2 × 103/ml with 100 µl of cells suspension AAA cell suspensions were added into 0.7% agarose gel to prepare the upper gel. Put six-well plate of soft agar in CO2 incubator at 37 ℃. After a 2-week incubation period, the cells were initially fixed with 100% methanol for a duration of 15 min, followed by staining with Giemsa solution for an hour. Subsequently, colonies were meticulously observed and quantified using an optical microscope (Leica).

### Preparation and infection of lentivirus

As previously described [18], The backbone plasmids Sh-ANP32B (IGE Biotechnology LTD, Guangzhou, China) were co-transfected into 293FT cells along with packaging plasmids psPAX2 and pMD2G (pMD2.G: Cat. No. 12259; psPAX2: Cat. No. 12260; Cambridge, MA, USA). Screen stable cell lines with puromycin (Sigma-Aldrich).

The sequences of shRNA used were as follows:

ANP32B-shRNA-1:

5ʹ-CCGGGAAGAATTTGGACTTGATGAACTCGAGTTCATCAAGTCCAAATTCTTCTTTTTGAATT-3ʹ

ANP32B-shRNA-2:

5ʹ-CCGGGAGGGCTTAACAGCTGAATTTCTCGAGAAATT­CAGCTGTTAAGCCCTCTTTT TGAATT-3ʹ

ANP32B-shRNA-3:

5ʹ-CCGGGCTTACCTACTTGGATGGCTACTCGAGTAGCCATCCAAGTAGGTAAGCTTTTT GAATT-3ʹ

### RNA preparation and real-time PCR expression analysis

According to the manufacturer’s protocol, the cells were subjected to RNA extraction using TRIzol^®^ reagents (Invitrogen, CA, USA). Subsequently, the extracted total RNA was reverse transcribed into cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems, CA, USA). For PCR amplification, the reaction system was prepared with LightCycler^®^480 SYBR Green I Master mixture (cat. 04707516001; Roche, Penzberg, Germany), and real-time PCR was performed on the LightCycler 480 system (Roche). The primer sequences are listed in Additional file 1: Table S1.

### Cell cycle analysis

Following the manufacturer's protocol, cells were collected and then fixed overnight in a – 20 ℃ refrigerator after the addition of pre-cooled 75% ethanol. On the following day, the cells were washed with cold phosphate buffered saline (PBS) and treated with PI dye and RNase A (cat. No. 550825; BD Pharmingen^™^, San Diego, CA, USA),. Subsequently, they were incubated at 4 ℃ for 30 min in darkness. The cell cycle was analyzed using Beckman Gallios™ flow cytometry (Beckman, Krefeld, Germany) following standard procedures, and the results were analyzed using FlowJo_V10.

### Cell apoptosis analysis

Follow the manufacturer’s instructions. 1 × 106 cells were collected, washed with pre-cooled 1xPBS, and then resuspended in 100 µl of 1 × binding buffer. Subsequently, fluorescein isothiocyanate (FITC)-AnnexinV (5 µl) and PI (5 µl) were sequentially added (cat. No. 556420; BD Biosciences, Franklin Lakes, NJ, USA). The mixture was incubated away from light for 15 min with an additional volume of 400 µl of 1 × binding buffer. Apoptosis analysis was performed using Beckman Gallios^™^ flow cytometry (Beckman, Krefeld, Germany) following standard procedures, and the results were analyzed using FlowJo_V10.

### Western blotting analysis

The following antibodies should be utilized for Western blot analysis. ANP32B (cat. No. ab200836; Abcam, USA), ANP32A (cat. No. 15810-1-AP; Proteintech, USA) and C-MYC (cat. No. 9402S; Cell Signal Technology, USA), PLK1 (cat. No. ab17056; Abcam, USA), Anti-acetyl-Histone H3 antibody** (**cat. No. 06-599; Millipore, USA**)**, Histone H3 (D1H2) XP^®^ Rabbit mAb (cat. No. 4499S; Cell Signal Technology, USA), H3K27ac (cat. No. ab4729; Abcam, USA), Monoclonal ANTI-FLAG M2 antibody (Lot#SLBS3530V; Sigma, GER), CCNB1(cat. No. ab32053; Abcam, USA), CDK2 (cat. No. ab32147; Abcam, USA), BAX (cat. No. ab32503; Abcam, USA). The reference protein used was GAPDH (cat. No. MA3374; Millipore).

### In vivo experiments

4–6 week-old NSG mice (Shanghai Model Organizations, China) were randomly allocated into sh-NC group and sh-ANP32B group. Each mouse was injected with 2 × 10^6^ AML cells expressing firefly luciferase through the tail vein. Bioluminescence signal values of mice in each group were monitored intermittently by small animal imaging (Berthold, Germany). Liver, spleen and bone were stained with immunohistochemistry and eosin (HE). Antibodies against Ki67(GB111499-100, Servicebio, China), C-MYC (GB13076-50, Servicebio, China), ANP32B (cat. No. ab200836; Abcam, USA) were employed in accordance with the manufacturer's instructions. The Animal Care and Use Committee at the Children's Hospital of Soochow University (CAM-SU-AP#:JP-2018-1) granted approval and licensing for all animal studies.

### RNA sequencing and data analysis

The RNA-seq experiment was conducted following the recommended protocol provided by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). Collect the cell suspension containing one million cells and discard the supernatant after centrifugation. The cell pellet was preserved in 1 ml Trizol reagent, and stored at – 80 ℃ for RNA-seq sequencing at Novogene in Tianjin. The RNA-seq reads were aligned to the hg38 reference genome using HISAT2 (v2.0.5). Differentially expressed genes were identified through DESeq2 analysis, (p < 0.05 and |log twofold change |> 0.5). The RNA-seq data from this study has been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo) under accession code GSE242850.

### Cleavage under targets and tagmentation (CUT&Tag) assay

According to the manufacturer’s instructions, we performed the CUT&Tag Assay using the Hyperactive Universal Cut and Mark Analysis Kit (TD903-01, Vazyme,). Samples incubated overnight with H3K27ac antibody (Item No: AB4729, 2ug, Abcam, Cambridge, UK). The samples were then amplified using the TruePrep Index Kit V2 for Illumina (#TD202) and sent to Tianjin Novogene for sequencing. For CUT&Tag analysis, reads were aligned with hg38 using Bowtie2 (v2.2.5) and then PCR repeat reads were removed using Picard. The replication was merged using samtools merge (v1.15.1). Use MACS2 (v2.2.7) to call the peak based on the parameter -Q 0.01—bdg—SPMR.

### Statistical analysis

All experiments were independently performed at least three times. All statistical analyses were performed using GraphPad PRISM 8.0.2 software (GraphPad Software Inc., La Jolla, CA, USA). The two groups were compared by double-tailed unpaired Student's t test for data analysis. A p value < 0.05 was considered statistically significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001), while NS indicated no significance."

## Results

### ANP32B is upregulated in AML and associated with poor prognosis in AML patients

Through the analysis of ChIP-Seq data obtained from AML and B-ALL samples (Fig. 1A), we observed that the upstream region of ANP32B gene in AML samples exhibits concurrent H3K27ac signals, which were relatively scarce in B-ALL samples. These findings suggested a potential involvement of the enhancer region in the transcriptional regulation of ANP32B. Furthermore, Hi-C data analysis revealed interactions between super-enhancer regions and the promoter of ANP32B in AML samples (track 1–11), indicating their association with the gene loci of ANP32B. Meanwhile we carried out ROSE analysis and added the rank of super-enhancers and the rank of ANP32B enhancer in Additional file 1: Table S2. We also show a representative ranking plot with label of ANP32B enhancer rank from ROSE analysis (Fig. 1B). Targeting BRD4, an important component of the super-enhancer, led to downregulation of ANP32B (Additional file 1: Fig.S1). Consistent with these findings, we conducted a comparative analysis of ANP32B expression patterns between individuals with acute myeloid leukemia (AML) and healthy controls using publicly available transcriptomic data (GSE114868) [23]. Our results revealed a significant upregulation of ANP32B in AML samples (Fig. 1C). Additionally, we conducted western blotting analysis to evaluate the expression levels of ANP32B in leukemia cell lines. Our results revealed differential expression of ANP32B in CML, AML and ALL cell lines (Fig. 1D). Notably, previous studies have reported on the role of ANP32B in CML [16] and ALL [17], suggesting its general significance in leukemia. We focused on the role of ANP32B in AML. The Kaplan–Meier survival curve from the R2 database (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi) indicate a lower expected overall survival rate for individuals with high ANP32B expression in acute myeloid leukemia (AML) compared to those with low ANP32B expression (Fig. 1E). These findings collectively suggest that ANP32B is likely activated through its distal enhancer and that abnormal ANP32B expression is closely associated with AML.

**Fig. 1:**
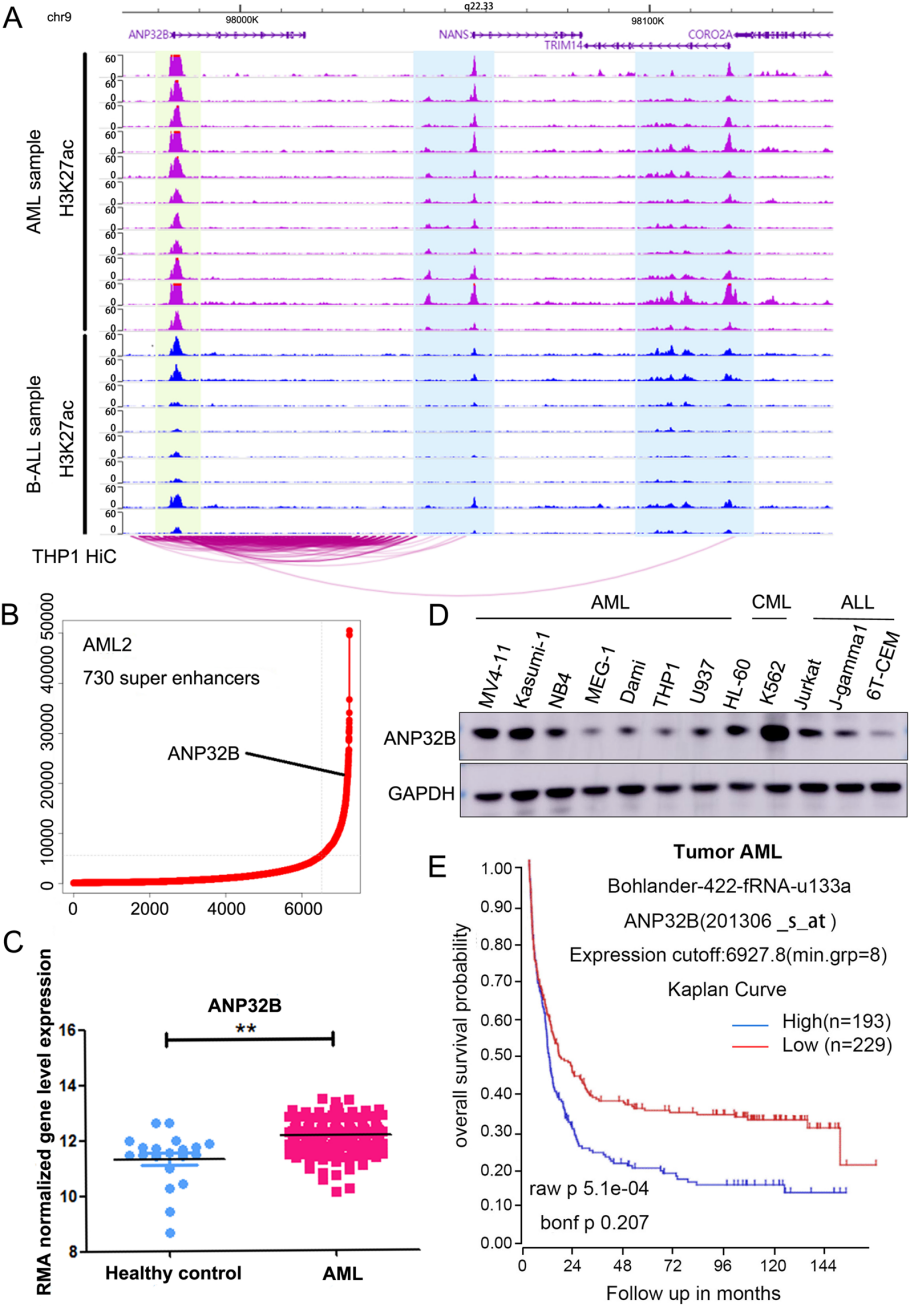
ANP32B is upregulated in AML and correlated with poor clinical characteristics. **A** The ChIP-Seq data demonstrates H3K27ac signaling of ANP32B in AML and B-ALL clinical samples, while Hi-C data analysis reveals interactions between super-enhancer regions and the promoter of ANP32B in AML cells. **B** Super-enhancer profiling in AML sample. Enhancers were ranked by increasing H3K27ac signal in AML sample. Number of super-enhancers identified in AML sample is shown. ANP32B which is associated with super-enhancer in AML sample is shown. **C** ANP32B was highly expressed in AML compared to healthy control according to a public transcriptomic dataset (GSE114868). **D** Western blot assay for ANP32B protein expression in leukemia cell lines. **E** The Kaplan–Meier survival curve from the R2 database (https://hgserver1.amc.nl/cgi-bin/r2/main.cgi)

### Altered ANP32B expression affects the viability of AML Cell

In order to examine the role of ANP32B in AML, we conducted transfection experiments using three ANP32B-targeting short hairpin RNAs (sh-ANP32B#1, sh-ANP32B#2 and sh-ANP32B#3), as well as control sh-NC, in two AML cell lines, MV4-11 and Kasumi-1. Through Western blot and RT-PCR analyses, it was observed that the expression of ANP32B in the cells transfected with ANP32B shRNAs was significantly diminished at the protein and RNA levels, in comparison to the control group (Fig. 2A, C, Additional file 1: Fig. S2). However, the expression of ANP32A remained unaffected (Fig. 2A). Furthermore, the results from the white slice assay demonstrated that the knockdown of ANP32B substantially impeded the proliferation of AML cells, when compared to the control (Fig. 2B). The findings from the CCK-8 assay indicate a significant inhibition of cell proliferation in the ANP32B knockdown group (Fig. 2D). The assessment of tumorigenicity in malignant cells is commonly conducted by evaluating their ability to form colonies in soft AGAR. The results demonstrate a significant reduction in the colony-forming ability of AML cells upon ANP32B knockdown (Fig. 2E and F). Collectively, these results strongly suggest that the abnormal expression of ANP32B plays a crucial role in the viability of AML cells.

**Fig. 2:**
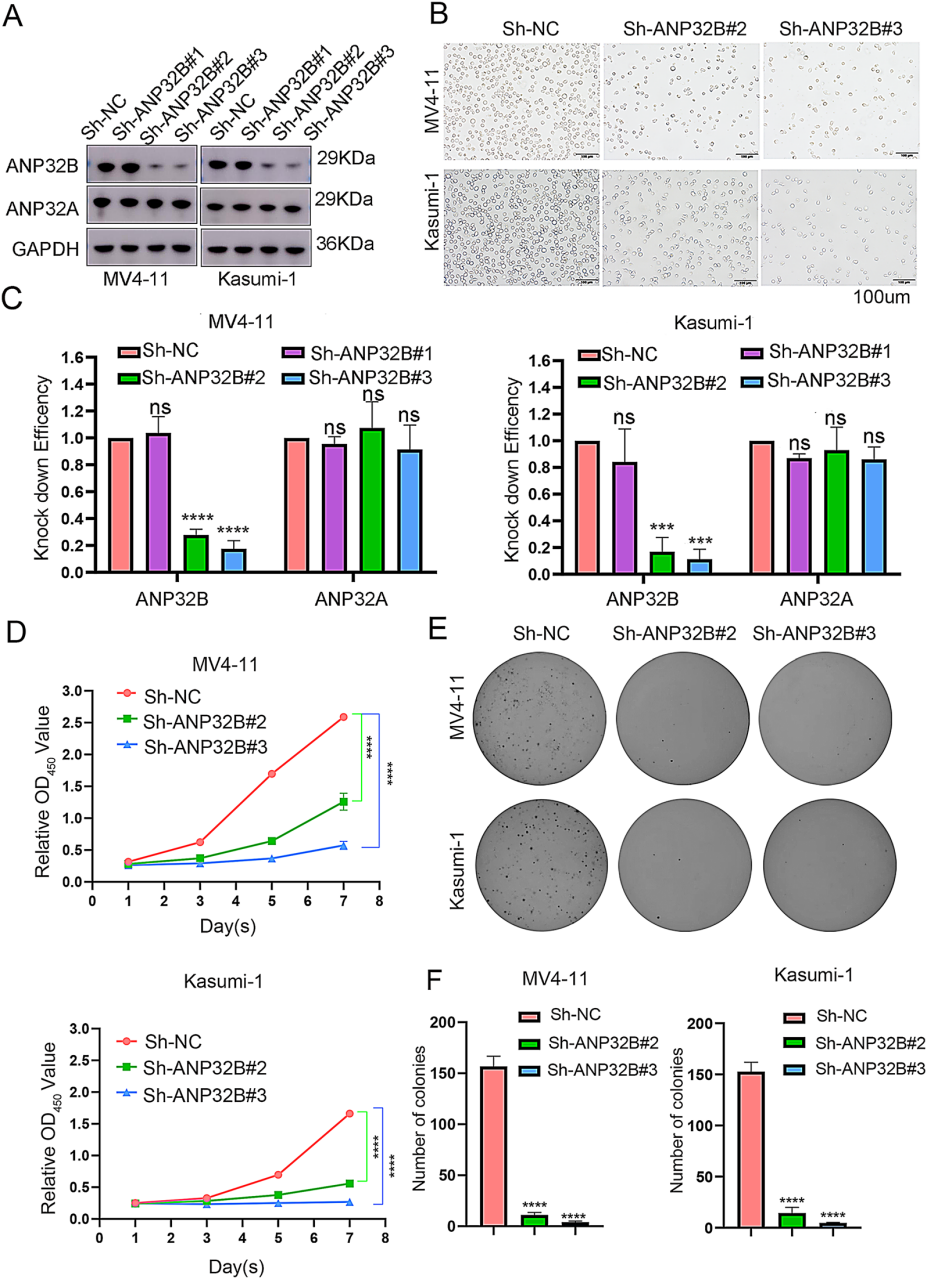
Knockdown of ANP32B inhibit the growth of AML cell lines. **A** Western blotting analysis showed that ANP32B, ANP32A and GAPDH protein pression in MV4-11 and Kasumi-1 cells after ANP32B knockdown. **B** White slice showed that ANP32B knockdown significantly inhibited AML cells proliferation. **C** The knockdown levels of ANP32B and ANP32A in cells was verified by WB. **D** CCK-8 assay detected the proliferation rate of MV4-11 and Kasumi-1 cells after ANP32B knockdown. **E**, **F** Colony-forming assay for MV4-11 and Kasumi-1 cells infected with sh-NC or Sh-ANP32B#2, shANP32B#3

### Knockdown of ANP32B enhanced apoptosis in AML cell lines and suppressed cell cycle progression

To investigate the influence of ANP32B expression on apoptosis and cell cycle, we initially conducted flow cytometry analysis utilizing Annexin V and PI to evaluate apoptosis subsequent to ANP32B knockdown in two AML cell lines. The results revealed a significant increase in apoptosis following ANP32B knockdown (Fig. 3A). The quantitative representation of apoptotic cells is depicted in Fig. 3B. Additionally, ANP32B knockdown led to cell cycle arrest in the G0/G1 phase, with a noticeable decrease in the G2/M and S phases compared to scramble cells (Fig. 3C, and D). Collectively, these outcomes indicate that depletion of ANP32B resulted in cell cycle arrest and promoted apoptosis in AML cells.

**Fig. 3:**
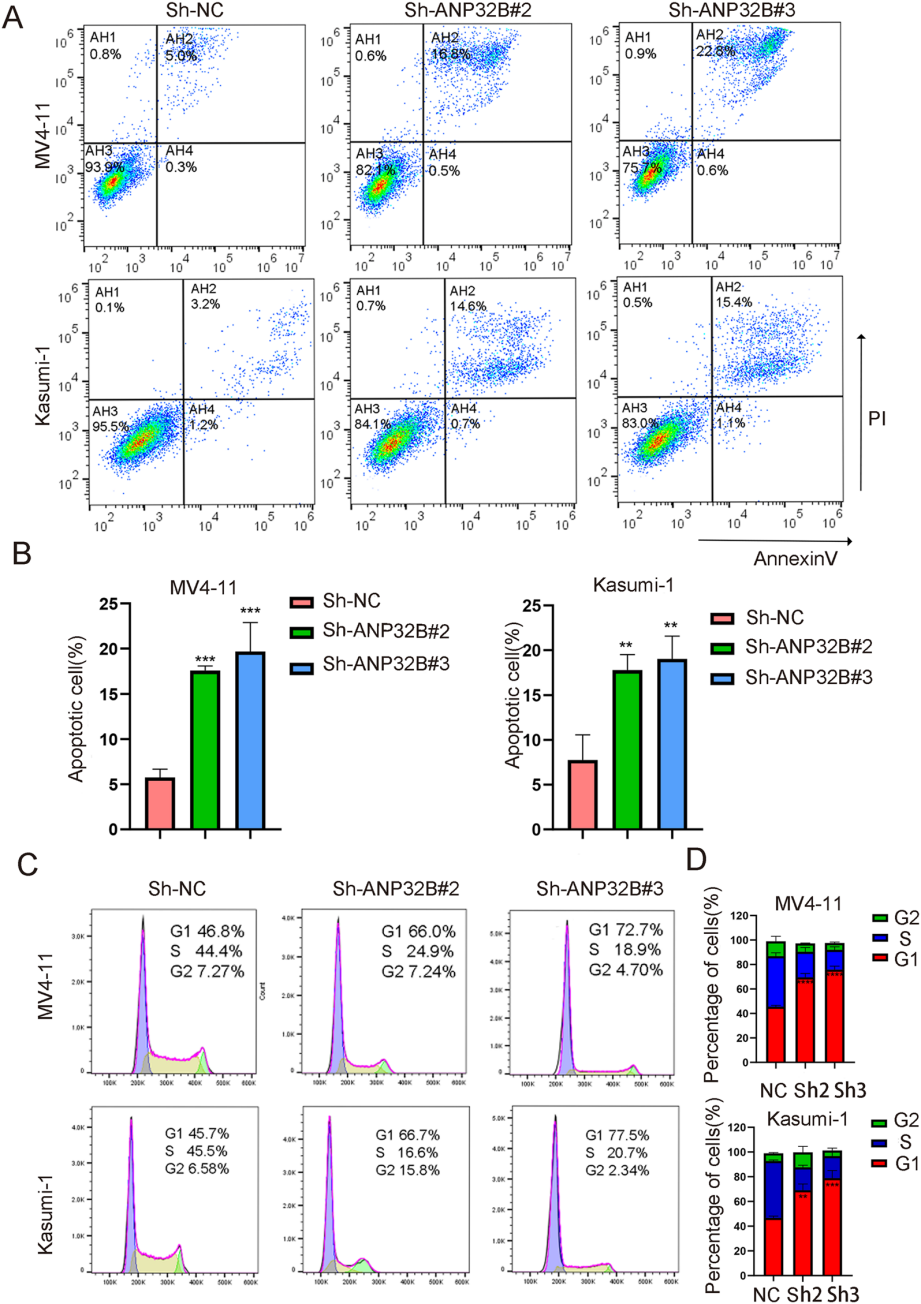
ANP32B knockdown promotes apoptosis and blocks cells cycle. **A**, **B** Flow cytometry using Annexin V staining showed that knockdown of ANP32B increased the apoptotic rates of MV4-11 and Kasumi-1 cell lines. **C**, **D** Knockdown of ANP32B caused cell cycle arrest at G0/G1 phase in MV4-11 and Kasumi-1 cell lines

### Knockdown of ANP32B inhibited viability of AML cells in Vivo

To further investigate the impact of ANP32B on the viability of AML cells in mice, we initially labeled MV4-11 cells with luciferase and subsequently administered ANP32B-targeted shRNA and sh-NC AML cells into NSG mice via the tail vein (Fig. 4A). As depicted in Fig. 4B, the fluorescence signal intensity of mice in the ANP32B knockdown group exhibited a significant decrease. Furthermore, the fluorescence imaging outcomes of liver, spleen, and bone samples of mice indicated a substantial reduction in tumor burden within the ANP32B knockdown group when compared to the control group (Fig. 4C). And the tumor luminous flux histogram indicated a significant decrease in the ANP32B knockdown group compared to the control group (Fig. 4E, and F). Moreover, the comparison of survival time between the two groups of mice revealed that the knockdown of ANP32B gene resulted in an extended lifespan (Fig. 4D). Additionally, the spleen weight was found to be larger in mice from the sh-NC group than ANP32B knockdown group (Fig. 4G). The total weight did not show any statistically significant difference between the two groups. (Additional file 1: Fig. S3A). Furthermore, the H&E staining analysis demonstrated a notable reduction in tumor cells within liver, spleen, and bone marrow samples from the ANP32B knockdown group in comparison to controls (Fig. 4H, Additional file 1: Fig. S3B). Immunohistochemical staining of ANP32B and C-MYC in spleen and liver confirmed that ANP32B knockdown had an inhibitory effect on AML development (Fig. 4I, Additional file 1: Fig. S3C). Subsequent experiments utilizing kasumi-1 cells yielded similar findings (Fig. 5, Additional file 1: Fig. S4), thereby confirming the inhibitory effect of ANP32B knockdown on the viability of AML cells in vivo.

**Fig. 4:**
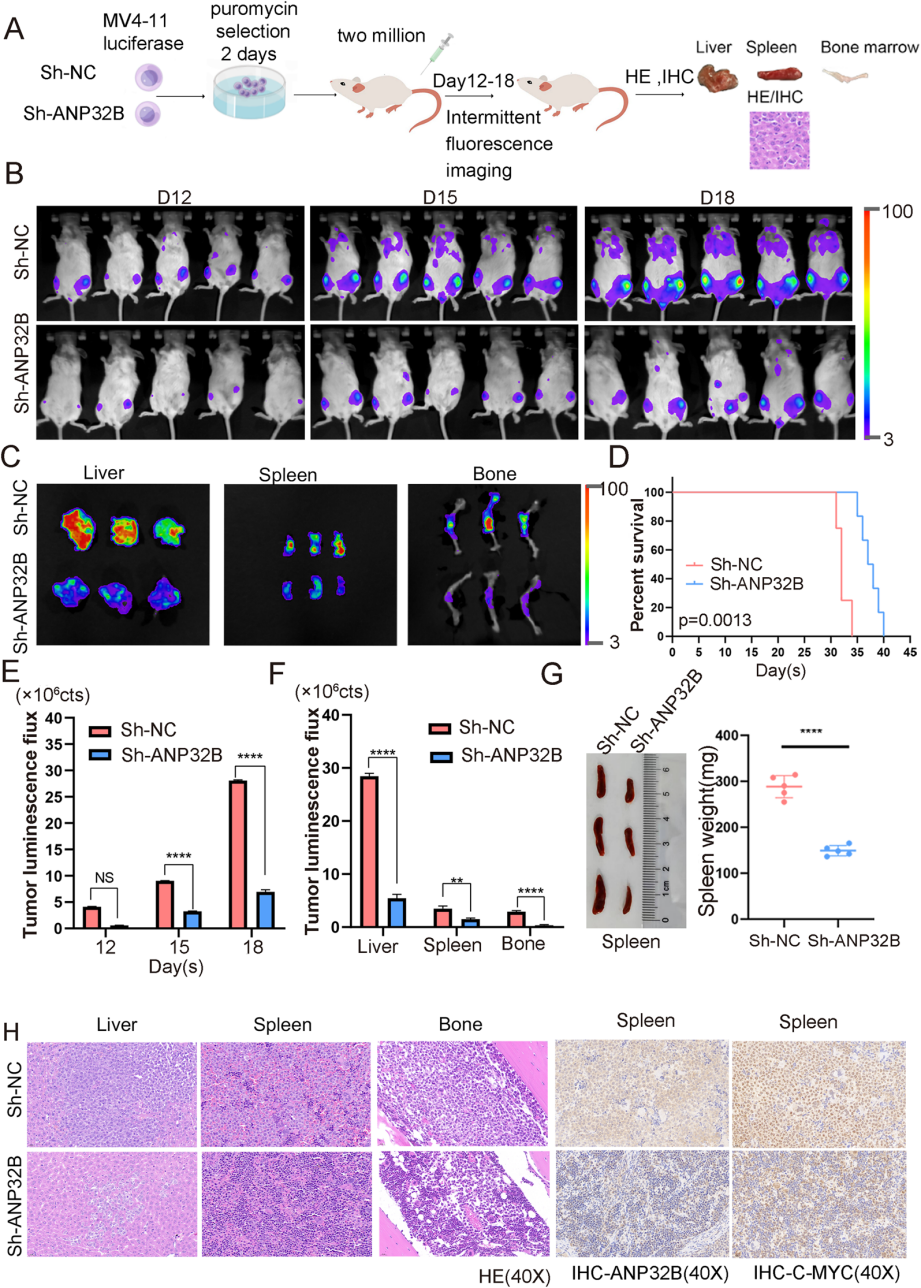
ANP32B knockdown suppresses AML cells growth in vivo. **A** Schematic diagram illustrating the in vivo experimental setup. **B** Relevant bioluminescence imaging of the ANP32B knockdown group and control group on D12, D15, and D18 days. **C** Bioluminescent signal of organs at the endpoint in each group. **D** Mice in the ANP32B knockdown group exhibited prolonged survival time compared to the control group. **E** Histogram shows the bioluminescence signal values for both groups of mice at different time points. **F** Histogram shows the bioluminescence signal values of liver, spleen and bone. **G** Comparison of different weight of spleen between the two groups of mice. **H** H&E staining of organs from both groups of mice. **I** Representative IHC staining of ANP32B and C-MYC in spleen

**Fig. 5:**
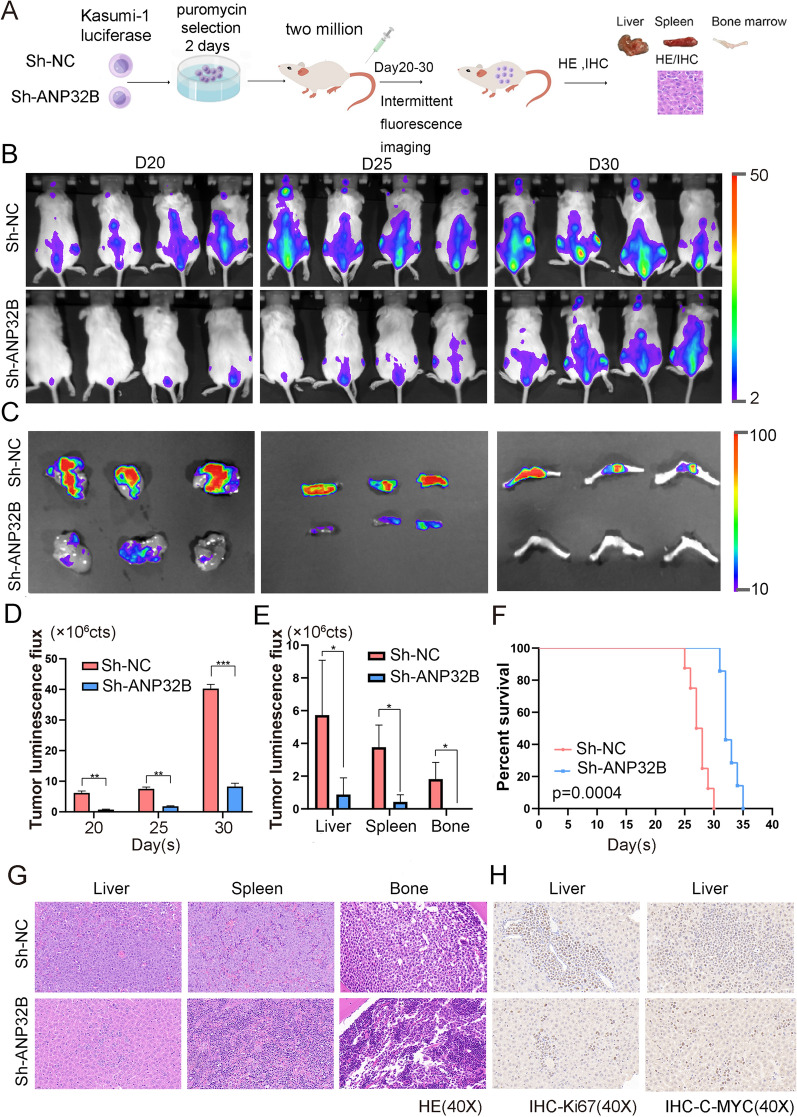
The growth of AML cells in vivo is suppressed upon knockdown of ANP32B. **A** Schematic of the in vivo experiment. **B** Relevant bioluminescence imaging of D20, D25 and D30 days in ANP32B knockdown group and control group. **C** Bioluminescent signal of liver, spleen and bone at the endpoint for each group. **D** Histogram displays the bioluminescence imaging values obtained from both groups of mice at various time intervals. **E** Histogram shows the bioluminescence imaging values of liver, spleen and bone. **F** Survival curves comparing both groups of mice. **G** H&E staining of organs from both groups of mice to assess their histological characteristics. **H** Representative IHC staining of Ki67 and C-MYC in liver tissue

### Knockdown of ANP32B downregulates MYC expression in AML cell lines

The potential mechanism of ANP32B was investigated by employing RNA-seq to conduct a comprehensive screening and analysis of the target genes associated with ANP32B. 

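The RNA-seq data analysed here came from MV4-11, a human AML cell line, with 2 libraries of the control group (sh-NC) and 2 libraries of the ANP32B knockdown group (sh-ANP32B). The sample labels describe the control cells as untreated and their shRNA as none, whereas the paper names an sh-NC control. The labels and the paper are thus in conflict, and the paper's name is used. If the control cells carried no shRNA, each fold change would also hold any effect of transduction and puromycin selection. These libraries cannot separate that from the loss of ANP32B. The authors aligned the reads to hg38 with HISAT2 and deposited 1 value per gene and library. The values are TPM, that is, read density over gene length scaled to the same total in each library. The 18885 genes listed summed to 998546 and 998353 TPM in the sh-NC libraries, and to 997699 and 997271 TPM in the sh-ANP32B libraries. TPM keep no record of the number of reads, so the depth of each library is unknown. Differences between the groups were tested with limma on log2(TPM + 1), over the 16937 genes with at least 1 TPM in at least 2 libraries. All log2 fold changes are on this scale, sh-ANP32B against sh-NC. ANP32B (ENSG00000136938), the targeted gene, lies on chromosome 9 of hg38 from 97983341 to 98015943. It had 358 and 364 TPM in the sh-NC libraries and 54.1 and 49.3 TPM in the sh-ANP32B libraries, which left 14.3% of the control mean. Its log2 fold change was -2.78 (standard error 0.056, adjusted p = 2.89e-05 from limma with Benjamini-Hochberg adjustment). With each library left out in turn, it stayed between -2.85 and -2.72. The annotation names 3 pseudogenes of ANP32B, whose reads the quantification could have mixed with its own. The names of the knockdown columns carry the mark S3, while the paper's text does not name the hairpin used for RNA-seq. Hairpin sh-ANP32B#3 targets GCTTACCTACTTGGATGGCTA, which lies in the coding sequence of exon 4 of 7, from 98005059 to 98005079. Across the genes tested, Pearson's r of log2(TPM + 1) was 0.989 between the sh-NC libraries and 0.987 between the sh-ANP32B libraries. Between libraries of different groups it ranged from 0.956 to 0.957. These correlations are across genes, which are not independent replicates. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.33, so each adjusted p rests on the variance that limma shares across genes.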

In comparison to the control group, a total of 4915 genes exhibited down-regulation in MV4-11 cells after ANP32B was knocked down (Additional file 1: Table S3), while 1923 genes displayed significant down-regulation in kasumi-1 cells (Fig. 6A, Additional file 1: Table S4). 

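At an unadjusted p below 0.05 and a log2 fold change beyond 0.5 in either direction, the limits of the paper's methods, 1833 genes were lower and 3413 were higher after ANP32B knockdown in MV4-11 cells. These made 5246 of the 16937 genes tested. At a Benjamini-Hochberg adjusted p below 0.05 and the same fold limit, 1712 genes were lower and 3024 were higher. Libraries with the same replicate number did not deviate together from their group means (correlation -0.0232). With the replicate number as a block, 1841 genes were lower and 3391 were higher. Of these, 1795 and 3284 were also called without the block. A fold limit of 1 lowered the number of lower genes most, to 283. The number of higher genes was lowered most, to 950, by limma's treat test against the fold limit of 0.5, called at an adjusted p below 0.05. The split between lower and higher genes depended on how the libraries were scaled. Lower genes made up 34.9% of the calls on the TPM as deposited. They made up 50.7% after quantile normalization and 52.2% when the knockdown TPM were scaled to the fold changes of Table S3, settings that were chosen after seeing the data. The median log2 fold change of all genes was 0.08 on the TPM as deposited and -0.04 under both of these settings. Table S3 was used for its first 1998 genes. Across them, the paper's log2 fold changes and the log2 ratios of the TPM had a Pearson's r of 0.997. The median difference, the paper's value less the ratio of the TPM, was -0.14 on the log2 scale. Among genes with a mean of at least 100 TPM and an adjusted p below 0.05, the 5 with the lowest log2 fold changes were ANP32B, EEF1G (-2.29), CDCA7 (-1.34), MCM3 (-1.33) and MCM7. EEF1G shares 2632 exonic bases with ENSG00000255508 on the same strand, whose TPM rose, so its value is uncertain. The 5 with the highest were LYZ (3.50), TYROBP (3.38), CFD (2.71), FUCA1 (2.71) and ENSG00000274619 (2.70), which had no symbol. LYZ had 471 and 463 TPM in the sh-NC libraries and 5308 and 5260 TPM in the sh-ANP32B libraries.

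**Figure D1:**
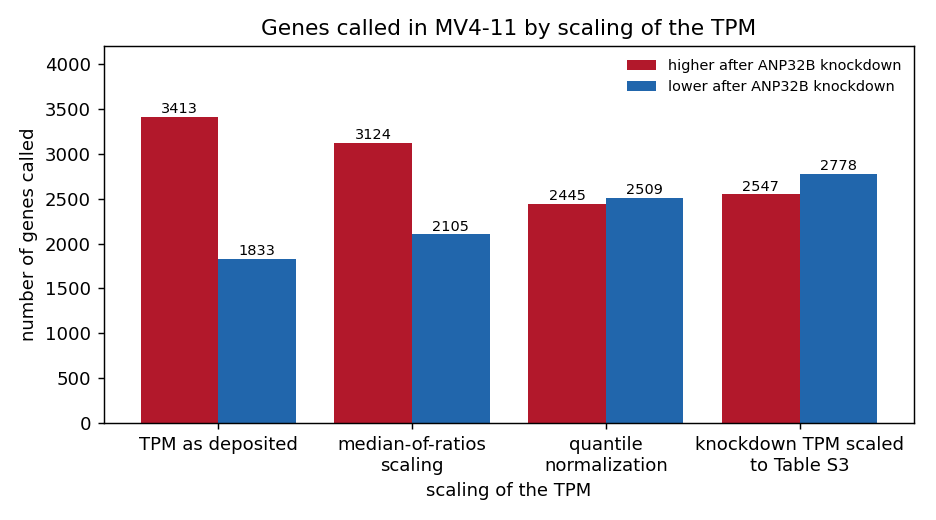
Number of genes called higher and lower after ANP32B knockdown (vertical axis) under 4 scalings of the TPM (horizontal axis). Higher genes outnumber lower genes on the TPM as deposited, 3413 to 1833, but not after quantile normalization, 2445 to 2509, or scaling to Table S3, 2547 to 2778.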

A comparative examination unveiled 1473 gene overlaps between the two cell lines, including MYC (Fig. 6B). 

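For Kasumi-1, another human AML cell line, the paper's own values in Table S4 were used, since no library of these cells was analysed here. The part of Table S4 used lists 1998 genes, of which 1977 were among the genes tested in MV4-11. It reaches a p of 0.00516 in the paper's test, so genes with a larger p are not covered. At the same limits, the paper's values call 817 of these genes lower and 825 higher in Kasumi-1 cells. Of the 817, 601 (73.6%) were also called lower in MV4-11, and 5 were called higher. Of the 825, 675 (81.8%) were also called higher in MV4-11, and 5 were called lower. A gene called lower in Kasumi-1 cells was called lower in MV4-11 with an odds ratio of 32.3 (two-sided Fisher's exact test over the 1977 genes, p = 2.06e-213). This p counts genes as independent, which they are not. The test also covers only genes of small p in Kasumi-1, most of them called lower or higher there. It therefore mainly restates that the direction was shared, and does not measure overlap against unchanged genes. A fold limit of 1 in MV4-11 moved the number of shared lower genes most, to 165. With the replicate number as a block it was 600. Across the 1977 genes, the log2 fold changes in MV4-11 and the paper's in Kasumi-1 had a Pearson's r of 0.838 and a Spearman's rho of 0.832, and 1889 genes had the same sign in both. The part of Table S4 used holds genes of small p, so genes near 0 in Kasumi-1 are missing and the points form separate clouds. Pearson's r was 0.292 across the 1002 genes lower in Kasumi-1 and 0.408 across the 975 genes higher in Kasumi-1. MYC was called lower in both, and the paper's log2 fold change for MYC in Kasumi-1 is -1.23.

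**Figure D2:**
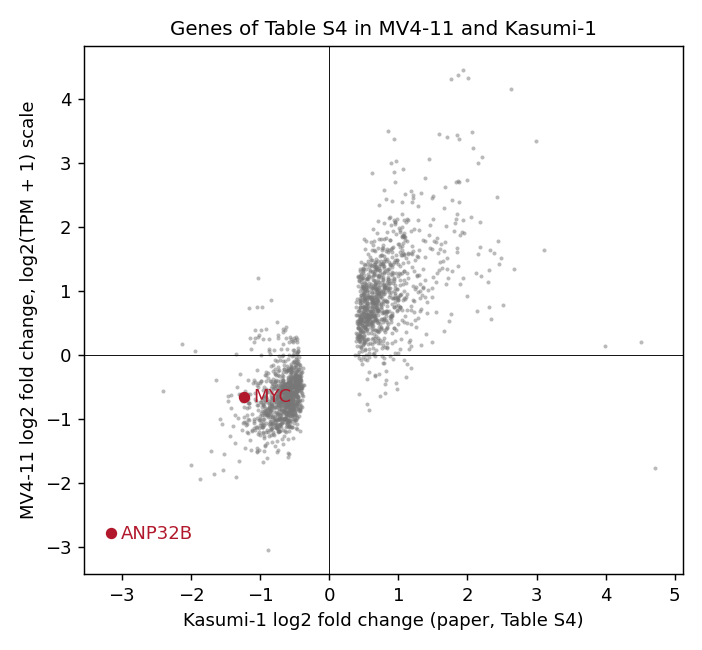
Log2 fold change of each of the 1977 genes in MV4-11 (computed from the TPM) against the paper's log2 fold change in Kasumi-1 (Table S4), 1 point per gene. Most points, 1889 of them, lie where both values have the same sign.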

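The Hallmark gene sets were not used here. In their place, the genes of S phase and of G2/M that the R package Seurat lists for scoring the cell cycle were tested in MV4-11, lists that do not depend on these data. All 43 S-phase genes were lower after ANP32B knockdown, with a median log2 fold change of -0.97 and a range from -1.48 (DTL) to -0.22 (TIPIN). Of these, 42 had an adjusted p below 0.05 in limma over all genes tested, and 42 when adjusted over the list alone. Of the 54 G2/M genes, 53 were tested and 52 were lower, with a median of -0.85. JPT1 was lowest at -1.27, and G2E3 was the gene that was higher, at 0.46. DTL, TIPIN, JPT1 and G2E3 were named after their values were seen. Here 51 genes had an adjusted p below 0.05 over all genes and 52 over the list alone. Against all other genes tested, limma's camera test gave adjusted p = 9.07e-21 for the S-phase genes and adjusted p = 5.38e-21 for the G2/M genes, adjusted over 6 gene lists. With the replicate number as a block, for which the correlation of same-numbered libraries was -0.0232, both gave adjusted p = 3.02e-19. These values take a correlation of 0.01 between the genes of a list. With the correlation estimated from the 4 libraries, the alternative that moved the test most, both gave adjusted p = 0.0256.

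**Figure D3:**
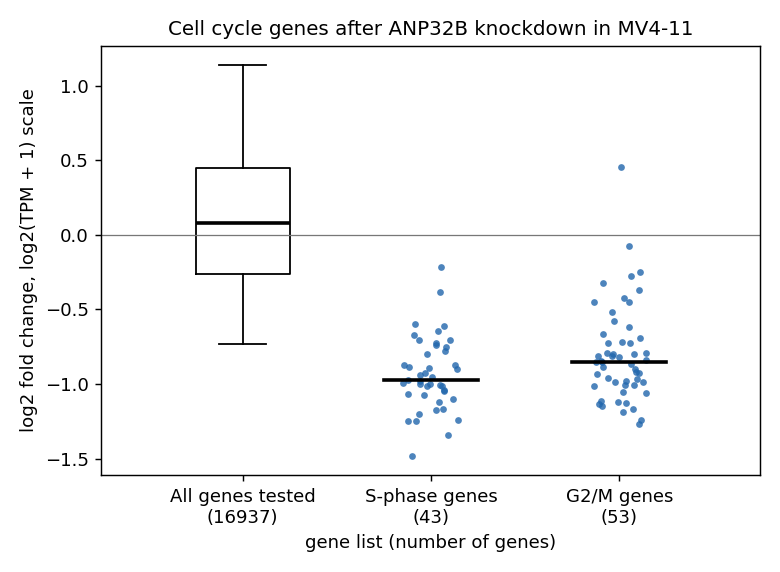
Log2 fold change after ANP32B knockdown in MV4-11 (1 point per gene) for the S-phase and G2/M genes, beside a box plot of all 16937 genes tested with its whiskers at percentiles 5 and 95; black lines are medians. All 43 S-phase genes and 52 of the 53 G2/M genes lie below 0.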

Subsequent GSEA and KEGG pathway enrichment analyses demonstrated that, following ANP32B knockdown in both MV4-11 and Kasumi-1 cells, the genes were predominantly enriched in the MYC, G2M, and E2F signaling pathways (Fig. 6C and D). The heatmap depicted the primary down-regulated genes within the MYC signaling pathway after ANP32B knockdown (Fig. 6E). 

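The 20 genes of the heatmap were MYC, CTPS1, NOP56, NOP16, MCM2, MCM4, MCM6, SNRPD1, CDC45, PCNA, HSPE1, NOLC1, RANBP1, CCT5, TYMS, RRM1, HSPD1, GNL3, ERH and MCM7. All 20 had a negative log2 fold change in MV4-11, from -1.25 for MCM7 to -0.65 for CCT5, with a median of -0.84. Each had an adjusted p below 0.05 in limma, over all genes tested and over the list alone. The genes were chosen by the paper from these data, so this count is no independent test of the list. MCM4, MCM6, MCM7, TYMS, PCNA, RRM1 and CDC45 are also among the S-phase genes, so the fall of this list partly restates theirs. MCM7 (ENSG00000166508) lies on chromosome 7 of hg38 from 100092233 to 100101940. It had 270 and 254 TPM in the sh-NC libraries and 107 and 112 TPM in the sh-ANP32B libraries (standard error 0.050, adjusted p = 9.69e-05 from limma). CCT5, on chromosome 5 from 10249929 to 10266389, had 291 and 287 TPM against 191 and 178 TPM (standard error 0.048, adjusted p = 3.87e-04 from limma). On the log2 scale, NOP16 differed most between the knockdown libraries, with 57.1 and 42.5 TPM against 81.3 and 83.4 TPM in sh-NC. The difference between the groups was larger than this spread. The alternative that moved the median of the 20 genes most was the scaling to Table S3, chosen after seeing the data, with -0.98. The annotation names 26 pseudogenes of HSPE1 and 18 of HSPD1, so reads of these genes could have been split.

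**Figure D4:**
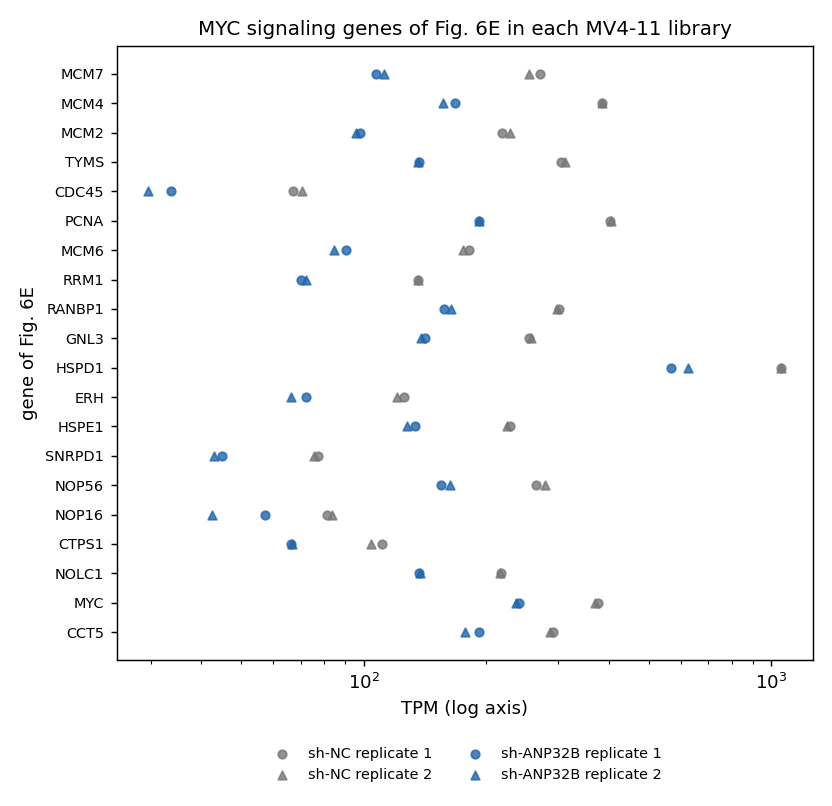
TPM of each of the 20 genes of Fig. 6E in each MV4-11 library on a log axis, with 1 symbol per replicate. For every gene, both sh-ANP32B libraries (blue) lie below both sh-NC libraries (grey).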

The findings imply that MYC potentially participates in the functional regulation of ANP32B as a downstream target gene.

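MYC (ENSG00000136997) lies on the plus strand of chromosome 8 of hg38 from 127735434 to 127742951. It had 376 and 370 TPM in the sh-NC libraries and 240 and 236 TPM in the sh-ANP32B libraries, a mean of 373 ± 4.56 TPM (SD, n = 2) against 238 ± 2.60 TPM (SD, n = 2). The knockdown libraries thus held 63.8% of the control mean. The log2 fold change was -0.65 (standard error 0.036, adjusted p = 1.91e-04 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block, it had adjusted p = 0.00149 in limma (correlation of same-numbered libraries -0.0232). With each library left out in turn, the log2 fold change stayed between -0.66 and -0.63. MYC shares 194 exonic bases with the antisense gene CASC11, and the paper's text does not state whether the libraries keep the strand. From its RNA-seq findings, the paper proposes that MYC potentially takes part in the functional regulation of ANP32B as a downstream target gene.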

**Fig. 6:**
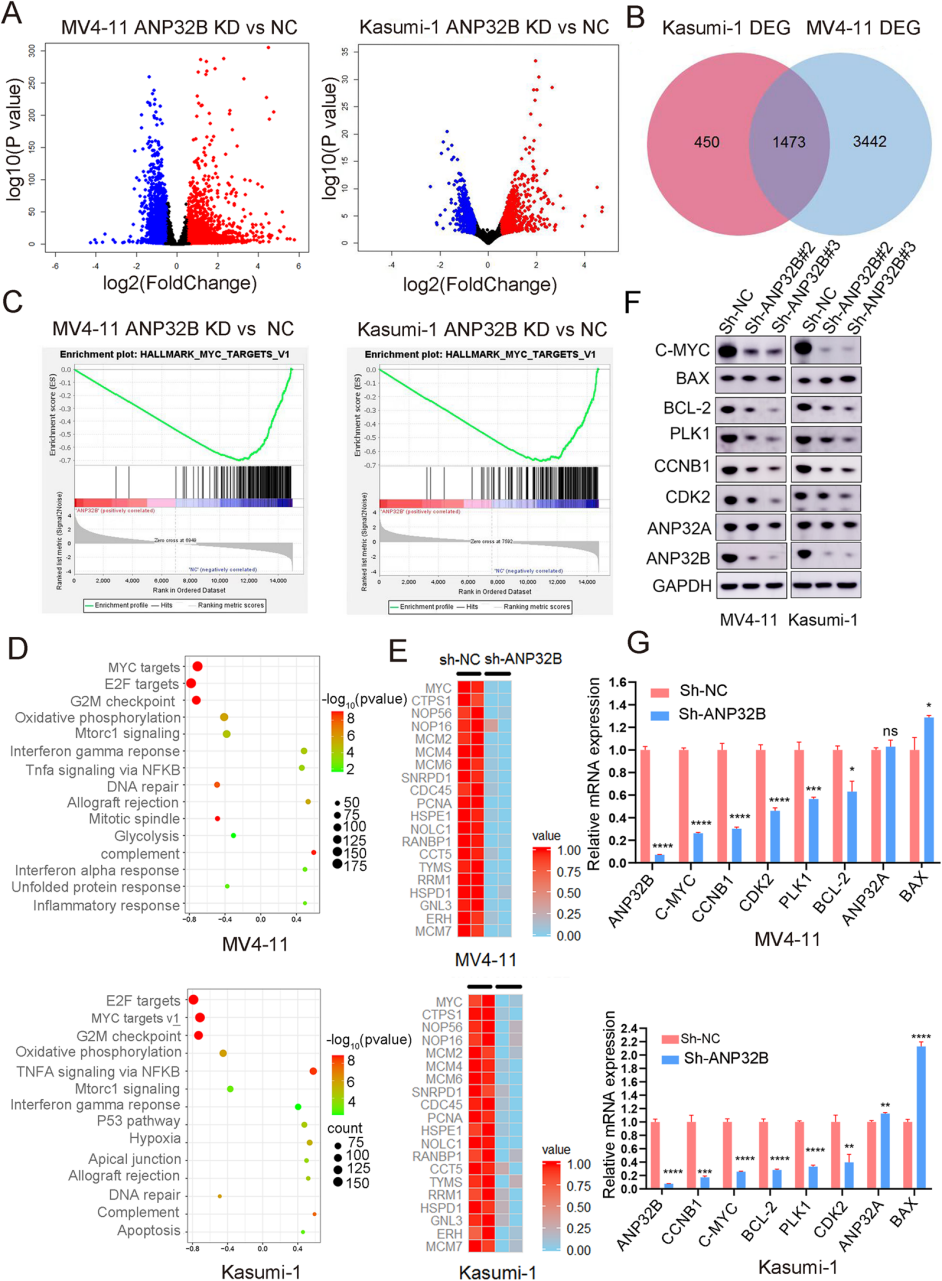
ANP32B effects MYC expression in AML cell lines. **A** Volcano plot analysis revealed differentially expressed genes obtained from RNA-seq data between the ANP32B knockdown and the control groups. **B** After ANP32B knockdown, MV4-11 and Kasumi-1 cells exhibited enrichment of down-regulated genes, resulting in 1473 common genes being identified, including MYC. **C** GSEA plots demonstrated gene enrichment in HALLMARK_MYC signaling pathways in AML cells treated with ANP32B knockdown. **D** KEGG pathway enrichment analysis. **E** Heatmap view displayed the top downregulated genes in MV4-11 and Kasumi-1 cells treated with ANP32B knockdown. **F** Western blotting analysis showed that the C-MYC, ANP32B, CCNB1, CDK2, BCL-2 and PLK1 were downregulated in MV4-11 and Kasumi-1 cells after ANP32B knockdown. **G** ANP32B knockdown led to downregulate of MYC, CCNB1, CDK2, BCL-2 and PLK1 in MV4-11 and Kasumi-1 cells, determined using qRT-PCR

In order to validate the downregulation of genes in the MYC and G2M signaling pathways, we conducted an analysis of the expression of several downstream genes using WB and qRT-PCR. As anticipated, the results from both WB and qRT-PCR confirmed that the levels of MYC, CCNB1, BCL-2, PLK1, and CDK2 proteins and RNA in MV4-11 and Kasumi-1 cells decreased upon knockdown of ANP32B. Notably, the expression of ANP32A remained unchanged (Fig. 6F, G). These findings suggest that the interference of ANP32B knockdown leads to a reduction in C-MYC protein levels in AML cells, thereby impacting the MYC pathway, which aligns with the RNA sequencing results.

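Of the other genes followed by WB and qRT-PCR, CCNB1, PLK1, CDK2 and BCL2 were all lower in the RNA-seq libraries of MV4-11. CCNB1 (chromosome 5 of hg38, from 69167135 to 69178245) had a mean of 173 ± 6.72 TPM (SD, n = 2) in the sh-NC libraries and 75.5 ± 2.11 TPM (SD, n = 2) in the sh-ANP32B libraries. Its log2 fold change was -1.18 (standard error 0.050, adjusted p = 1.10e-04 from limma). PLK1 had a log2 fold change of -1.01 (adjusted p = 8.67e-05 from limma) and CDK2 one of -0.88 (adjusted p = 2.32e-04 from limma). PLK1 and CDK2 each share exonic bases with genes on the opposite strand. BCL2 was the lowest expressed of the 4, with 10.3 and 10.4 TPM in the sh-NC libraries against 4.87 and 4.41 TPM. Its log2 fold change was -1.01 (standard error 0.126, adjusted p = 0.00201 from limma). ANP32A had 222 and 227 TPM in the sh-NC libraries and 188 and 195 TPM in the sh-ANP32B libraries. This was a log2 fold change of -0.23 (standard error 0.041, adjusted p = 0.00767 from limma), inside the fold limit of 0.5. ANP32E, the remaining member of the family, had a log2 fold change of -0.25 (adjusted p = 0.00423 from limma). BAX did not differ beyond the spread between replicates, with 62.4 and 56.3 TPM in sh-NC against 62.6 and 61.1 TPM (adjusted p = 0.496 from limma). With the replicate number as a block, the adjusted p of ANP32A in limma was 0.0153, and the correlation of same-numbered libraries was -0.0232. The libraries measure RNA, and no protein values were analysed here.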

### Knockdown of ANP32B decrease the levels of lysine 27 on histone 3 (H3K27ac) in AML cell lines

It has been observed that ANP32A possesses the ability to modulate gene expression via epigenetic mechanisms, specifically by decreasing the levels of histone H3 acetylation [46]. However, the potential for ANP32B to operate through a similar mechanism remains undetermined. Consequently, we conducted further investigations to elucidate the manner in which ANP32B regulates C-MYC expression in acute myeloid leukemia cells. Western blot analysis demonstrated that the knockdown of ANP32B in MV4-11 and Kasumi-1 cell lines had minimal impact on H3 protein expression, but resulted in a reduction in the acetylation level of H3, especially the level of lysine 27 on histone 3 (H3K27ac) (Fig. 7A and B).

**Fig. 7:**
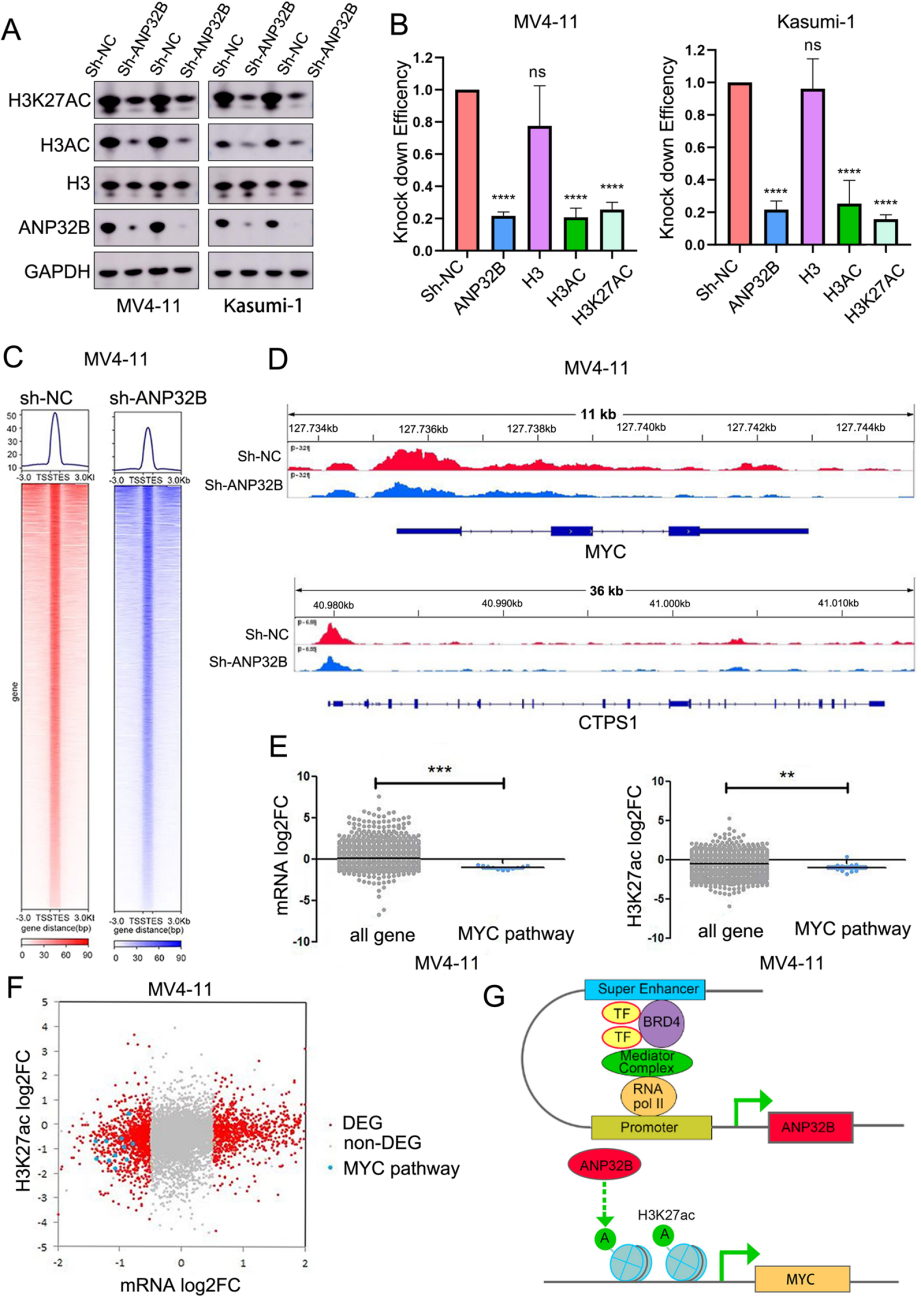
The Knockdown of ANP32B Resulted in a Significant Decrease in the Levels of Acetylated Histone H3 in AML Cell Lines. **A**, **B** Western blotting analysis showed that ANP32B knockdown caused a substantial decrease in global acetyl-H3 and acetylation of histone H3k27. **C** Heat map generated by CUT&Tag data analysis. CUT&Tag technology showed that a decrease in the overall occupancy of H3K27ac across the entire genome following ANP32B knockdown. **D** IGV visual analysis showed a reduction in H3K27ac signaling in genes involved in the MYC signaling pathway. **E** Box plots for log2 fold-change in mRNA expression of genes and H3K27ac enrichment signals with all genes enrichment (grey) or MYC pathway enrichment (blue). **F** The volcano plot analysis showed that the MYC pathway co-existed in log2 fold-change in mRNA expression and H3K27ac enrichment signals. **G** Schematic representation of ANP32B in the pathogenesis of AML

To further understand the regulatory association between H3K27ac and C-MYC expression subsequent to ANP32B knockdown, we employed CUT&TAG technology to examine the impact of H3K27ac downregulation on C-MYC gene transcription. The findings revealed a decrease in the overall occupancy of H3K27ac across the entire genome following ANP32B knockdown (Fig. 7C, Additional file 1: Tables S5, S6). IGV visual analysis demonstrated a significant reduction in H3K27ac signals for key genes involved in the MYC signaling pathway, namely MYC, CTPS1, MCM6, RANBP1, TRMT2A, and SNORA77B, subsequent to ANP32B knockdown (Fig. 7D and Additional file 1: Fig. S5). Simultaneously, a substantial decrease in the expression of these genes was observed subsequent to the knockdown of ANP32B. These findings imply that the reduction in H3K27ac levels is likely to exert an influence on gene transcription, particularly the MYC pathway (Fig. 7E and F). Consequently, it can be inferred that ANP32B, acting as a super enhancer, potentially regulate the expression of MYC via epigenetic regulation of histone acetylation, thereby impacting the occurrence and progression of AML (Fig. 7G).

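Apart from MYC, 4 of the genes could be followed in the RNA-seq libraries of MV4-11. CTPS1 had 111 and 104 TPM in the sh-NC libraries and 66.2 and 66.8 TPM in the sh-ANP32B libraries, a log2 fold change of -0.68 (adjusted p = 3.94e-04 from limma). MCM6 had 181 and 175 TPM against 90.6 and 84.7 TPM, a log2 fold change of -1.02 (adjusted p = 1.60e-04 from limma). RANBP1 had a mean of 300.3 ± 2.23 TPM (SD, n = 2) against 160.4 ± 4.28 TPM (SD, n = 2), a log2 fold change of -0.90 (adjusted p = 1.17e-04 from limma). TRMT2A was higher, with 59.7 and 57.6 TPM in the sh-NC libraries and 65.7 and 65.5 TPM in the sh-ANP32B libraries. Its log2 fold change was 0.16 (standard error 0.051, adjusted p = 0.0489 from limma). This call depended on the settings, with adjusted p = 0.0793 in limma with the replicate number as a block (correlation of same-numbered libraries -0.0232). With the knockdown TPM scaled to Table S3, chosen after seeing the data, the log2 fold change of TRMT2A was 0.02 (adjusted p = 0.731 from limma). TRMT2A lies on the minus strand of chromosome 22 of hg38 from 20111875 to 20117392, and RANBP1 on the plus strand from 20115938 to 20127355. They share 393 exonic bases, so without strand information reads there could be assigned to either gene. SNORA77B, a small nucleolar RNA gene from 20126402 to 20126526, lies within RANBP1 on the same strand and was not analysed here.

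**Figure D5:**
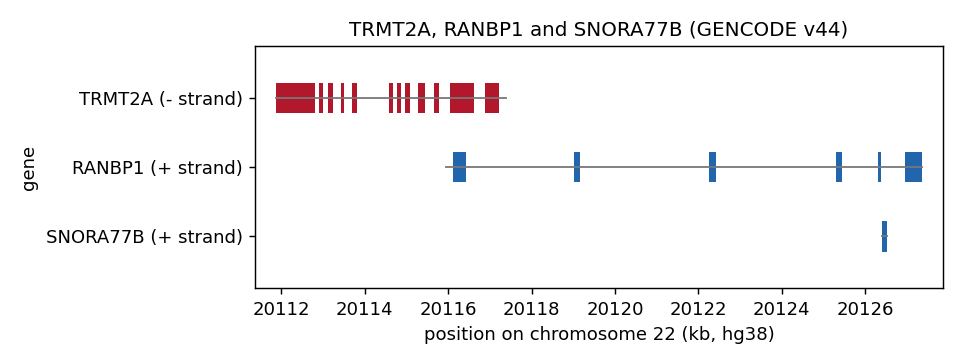
Map of TRMT2A, RANBP1 and SNORA77B on chromosome 22 (hg38 position in kb), with exons as boxes and the extent of each gene as a line. The ends of TRMT2A and RANBP1 overlap between 20115938 and 20117392, and SNORA77B lies inside RANBP1.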

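On the mRNA side of the comparison, 43.7% of the 16937 genes tested in MV4-11 had a negative log2 fold change. The central range of all genes, from percentile 25 to percentile 75, ran from -0.26 to 0.45. The MYC signaling genes of Fig. 6E stood in for the MYC pathway, whose gene set was not used here. Their median lay below that of all genes by a difference of -0.92 on the log2 scale, and 3.26% of all genes lay below it. Quantile normalization, chosen after seeing the data, moved this difference most, to -0.77. None of 10000 random lists of 20 genes matched on mean expression had a median as low. This describes the libraries and is no test, since the paper chose the 20 genes from these data. Several of the 20, among them MCM4, MCM7 and PCNA, are also S-phase genes. The difference therefore cannot be credited to the MYC pathway apart from the fall of the S-phase genes. The H3K27ac signals were not analysed here.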

## Discussion

AML is a heterogeneous disease characterized by diverse oncogenic drivers [24]. In AML, it has been proved that super enhancers facilitate the upregulation of oncogenes and initiate the development of leukemia. In the current investigation, we performed H3K27ac ChIP-seq analysis in AML samples and cell lines, and screened out ANP32B as a gene regulated by super enhancers in AML. We utilized a publicly available transcriptomic dataset (GSE114868) [23] to compare the expression profiles of AML cases with those of healthy controls. Our findings revealed a significant upregulation of ANP32B in AML. Moreover, patients exhibiting elevated levels of ANP32B expression experienced unfavorable clinical outcomes. Notably, our study demonstrated that the knockdown of ANP32B impeded cell proliferation both in vitro and in vivo. Additionally, ANP32B knockdown markedly augmented apoptosis and induced cell cycle arrest in AML cells. These outcomes strongly suggest the pivotal role of ANP32B in AML.

In this study, we have made a novel discovery that the knockdown of ANP32B leads to the inhibition of C-MYC expression, while overexpression of ANP32B increased C-MYC expression (Additional file 1: Fig. S6), indicating that ANP32B may serve as an upstream regulator of the C-MYC gene. MYC, a well-studied oncogene, primarily functions as a transcriptional regulator. The MYC protein governs a diverse array of cellular processes, encompassing cell growth, cell cycle regulation, cellular differentiation, programmed cell death, blood vessel formation, metabolic pathways, DNA repair mechanisms, protein synthesis, immune responses, and stem cell formation [25–27]. MYC overexpression has been observed in the majority of acute myeloid leukemia (AML) patients [28]. Extensive research has demonstrated the association between MYC and the proliferation and differentiation of AML cells [29]. Studies have indicated that the suppression of MYC expression can effectively reverse tumor progression [30].

Recently, various drug-based approaches have been proposed to target MYC and impede tumor growth [31–33]. The primary focus of these investigations has been on inhibiting MYC-MAX interactions, suppressing MYC expression, and targeting synthetic lethal genes that exhibit MYC overexpression. BRD4 has recently been discovered to bind to the MYC promoter and exert regulatory control over its transcription [35]. Numerous BET inhibitors, particularly the BRD4 inhibitor JQ1, have demonstrated the ability to downregulate MYC and impede tumor growth in various animal models with MYC activation [36–38]. A study has demonstrated that APTO-253 can stabilize the G4 structure within the MYC promoter, resulting in reduced MYC expression, cell cycle arrest, and induction of apoptosis in AML cell lines [39]. Furthermore, studies have highlighted the significance of HDAC inhibitors in modulating MYC regulation and acetylation, thereby presenting promising therapeutic targets [34].

Histone lysine acetyltransferases (HATs) and histone deacetylases (HDACs) control histone acetylation. Histone methylation and acetylation are two essential mechanisms involved in the epigenetic regulation of gene expression [40]. The process of histone acetylation plays a critical role in gene transcription, chromatin structure, and DNA repair [41]. Specifically, lysine acetylation promotes open chromatin conformations and gene activation [42]. HDAC inhibitors (HDACi) have been shown to activate tumor suppressor genes and enhance the elimination of tumor cells [43]. These inhibitors have been assessed in clinical trials for adult AML patients, but their effectiveness has been limited when used alone or in conjunction with chemotherapy [44]. While there have been no direct reports on the regulation of histone modification by ANP32B, its counterpart ANP32A, another member of the ANP32 protein family, has been implicated in the regulation of histone acetylation in leukemia pathogenesis. It has been found to associate with the acetyltransferase inhibitor complex (INHAT), which includes the Set/TAF-Ibeta cancer protein [45]. Within this complex, ANP32A effectively inhibits the HAT activity of p300/CBP and PCAF through histone shielding. Given the structural similarity between ANP32B and ANP32A, it is reasonable to speculate that ANP32B may also be involved in histone modification and functional regulation as part of a protein complex. However, further studies are needed to elucidate the specific mechanisms by which ANP32B participates in histone modification and its functional consequences.

The presence of leukemia-associated fusion proteins has been observed to impede gene expression through the recruitment of HDACs. However, this hindrance can be alleviated by inhibiting HDACs, thereby inducing differentiation of leukemic blasts [46]. ANP32A, a member of the ANP32 family, has been identified as a contributor to leukemia development by modulating acetyl-H3 levels on crucial pathways such as lipid metabolism [9]. We formulated a hypothesis regarding the potential impact of ANP32B on histone acetylation levels. Our findings from western blot analysis revealed that the knockout of ANP32B in MV4-11 and Kasumi-1 cell lines had minimal influence on the overall expression of total H3 protein. However, there was a notable decrease in the acetylation level of H3, particularly H3K27ac. The results obtained from CUT&TAG analysis demonstrated that ANP32B played a role in modulating the enrichment of histone H3K27ac within the promoter region of MYC, as illustrated in Fig. 7. CUT&TAG analysis revealed a decrease in the overall occupancy of H3K27ac across the entire genome following ANP32B knockdown. When comparing CUT&TAG technology to western blot exposure, the latter is more sensitive and may amplify differences, which likely explains the inconsistency observed between the two assays. These findings confirm the ability of ANP32B to regulate gene expression through epigenetic mechanisms. Hu et al. also reported that the NAT10-ac4C-ANP32B axis can regulate the chromatin landscape of downstream genes, such as key regulators of the Wnt and TGF β pathways, and plays a crucial role in determining the fate of stem cells. Furthermore, ANP32B is involved in the dynamic regulation of chromatin, including histone bivalent modifications (H3K4me3, H3K27me3), and chromatin accessibility [47]. These findings suggest that ANP32B exerts epigenetic regulation on MYC expression. However, we have only explained part of the mechanism of ANP32B in epigenetic regulation of AML occurrence and development, and the exact mechanism of ANP32B in chromosome modification remains to be further studied.

Recent research has elucidated the substantial involvement of epigenetic dysregulation in the development of acute myeloid leukemia (AML), particularly in pediatric cases where recurrent somatic genetic alterations may impede proper epigenetic regulation [7]. Given the reversible nature of epigenetic modifications, there is considerable potential for targeted therapy utilizing specific inhibitors [8]. Consequently, the field of epigenetic therapy has emerged as a promising therapeutic approach, with numerous novel inhibitors currently being employed in the treatment of adult AML [48]. Thus, it is imperative to acknowledge the crucial role of epigenetic alterations and the potential therapeutic interventions they offer in the context of pediatric AML. This will facilitate the development of precision therapy and enhance outcomes of children with AML.

## Conclusion

Our study has provided evidence to support the notion that super-enhancer related gene ANP32B plays a significant role in promoting tumor proliferation in acute myeloid leukemia (AML). The downregulation of ANP32B has been observed to induce cell cycle arrest and promote apoptosis in AML cell lines. Furthermore, mechanistic analysis suggests that ANP32B may epigenetically regulate the expression of MYC through histone H3K27 acetylation. These findings highlight the potential of ANP32B as a promising biomarker for prognostic evaluation and a potential therapeutic target for patients with acute myeloid leukemia (AML).

### Supplementary Information

**Additional file 1. Figure S1.** Western blotting analysis showed that ANP32B protein levels were downregulated in MV4-11 and Kasumi-1 cells after BRD4 knockdown. **Figure S2.** The knockdown level of ANP32B in MV4-11 and Kasumi-1 cells was verified by qPCR. **Figure S3.** The knockdown of ANP32B inhibited the growth of MV4-11 cells. A. Monitoring of body weight of the two groups of mice. B. Representative images of H&E staining analysis of liver in two groups of mice. C. Representative images of IHC staining of mice liver. **Figure S4.** The knockdown of ANP32B inhibited the growth of Kasumi-1 cells. A. Different size and weight of spleen, from sh-NC or sh-ANP32B mices. B. Representative images of IHC staining of mice spleen. **Figure S5.** IGV visual analysis showed a reduction in H3K27ac signaling in genes involved in the MYC signaling pathway. **Figure S6.** ANP32B is positively correlated with C-MYC expression. A. Western blotting analysis showed that ANP32B overexpression was established successfully. B. Western blotting analysis showed that ANP32B was positively correlated with C-MYC expression. **Table S1.** The primer sequences used in this study. **Table S2.** Super-enhancers identified in each of the 11 AML samples. **Table S3.** Deferentially expressed genes identified by RNA-Seq of MV4-11 cell after ANP32B knockdown. **Table S4.** Deferentially expressed genes identified by RNA-Seq of Kasumi-1 cell after ANP32B knockdown. **Table S5.** In the control group, peaks called by ChIP-Seq of H3K27ac in MV4-11 cell. **Table S6.** In the ANP32B knockdown group, peaks called by ChIP-Seq of H3K27ac in MV4-11 cell.

## Data Availability

The data that support the findings of this study are available on reasonable request from the corresponding author. RNA‑seq and CUT-TAG data have been submitted to the GEO database with Accession Number GSE242850.

How the deposited data were processed for this re-analysis (not part of the article)

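RNA from MV4-11 cells, a human AML cell line, was sequenced by Novogene for the paper, with 2 libraries of the control group (sh-NC) and 2 of the ANP32B knockdown group (sh-ANP32B). The groups were taken from the sample labels and the paper. The labels describe the control cells as untreated and their shRNA as none, which conflicts with the paper. The paper's name for this group, sh-NC, was used. The paper's statistics section gives a minimum number of repeats for all experiments, and 2 libraries per group were analysed here.

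The authors aligned the reads to hg38 with HISAT2 and deposited TPM per gene and library. The unit is not named with the values, and it was read from them, since all libraries sum to nearly the same total and the values have no common step. The paper's text does not name the tool, the annotation or the handling of strand behind the TPM. The genes listed have a mean of at least 0.500 TPM over the 4 libraries, and they follow the order of Table S3 for the 1998 genes of that table that were used. The paper called genes with DESeq2, which needs counts, so that test was not repeated on the TPM.

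The 18885 gene identifiers were matched to symbols, and 17290 had one. The 1595 others were kept under their identifiers. Positions, exons and overlaps come from GENCODE version 44 on hg38. The TPM totals were 998546 and 998353 in sh-NC and 997699 and 997271 in sh-ANP32B. The 10 highest genes held 13.3% and 12.8% of the TPM in sh-NC, and 14.8% and 14.8% in sh-ANP32B. Mitochondrial genes held 15.9% and 15.4% in sh-NC, and 17.6% and 17.4% in sh-ANP32B. Because TPM keep no read numbers, the depth is unknown and no counting error can be given. The median absolute difference between replicates was 0.112 on the log2 scale in sh-NC and 0.113 in sh-ANP32B. The first principal component held 77.8% of the variance.

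The design written before the data were examined assumed counts and a negative binomial test. As the values are TPM, limma (version 3.58.1 in R 4.3.3) was used in its place, with lmFit and eBayes with a trend, on log2(TPM + 1). Genes with at least 1 TPM in at least 2 libraries were tested, 16937 in all, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an unadjusted p below 0.05 and a log2 fold change beyond 0.5, as in the paper, and the number at an adjusted p below 0.05 is given beside it. Gene lists were compared with all other genes by limma's camera test, with a correlation of 0.01 between genes, and its p-values were adjusted over 6 lists. The S-phase and G2/M lists come from Seurat 5.3.0. The list of Fig. 6E was described by its median among 10000 random lists of the same size, matched on mean expression in 10 bins. Overlap with the paper's Kasumi-1 calls was tested with Fisher's exact test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the tables and plots.

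The pairing of the libraries comes from the replicate numbers in the labels. The deviations of same-numbered libraries from their group means had a correlation of -0.0232, so the main test has no block, and the test with the replicate number as a block is given beside it.

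The genes named in the text were set by a rule written before the data were examined. It takes the genes the paper names for these data, the genes of Fig. 6E, ANP32E, SPI1 and KLF5, and the members of the 4 lists of the closing section. It also takes the 5 genes with the highest and the 5 with the lowest log2 fold change among genes with an adjusted p below 0.05, the same direction in both same-numbered pairs and a mean of at least 100. That mean was written for counts and was applied to TPM. Not every gene the rule covers is reported. Genes named outside the rule for their values are marked where they appear. SNORA77B and KLF5 were not analysed here.

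The test was tried on simulated data of 16937 genes with 200 genes changed. At an adjusted p below 0.05 and the fold limit of 0.5, 166 of the 200 were recovered and 5 unchanged genes were called. At the unadjusted limit, 296 unchanged genes were called. The median signed error of the fold change of the changed genes was 0.0059, which measures bias and not the size of single errors. All simulated changes were well beyond the fold limit of 0.5 and lay in better expressed genes. Recovery of changes near that limit was therefore not tested. Of 100 simulated lists of 50 genes without a shift, camera gave a p below 0.05 for 2. It did so for 100 of 100 lists shifted by 0.5. The simulated genes varied independently, so this does not test camera on lists whose genes vary together.

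The alternatives set before the data were examined and run were the replicate block, no filter on low genes, an adjusted p for the calls, a fold limit of 1, limma's treat test against the fold limit of 0.5, a correlation estimated per list in camera, and each library left out in turn. Those chosen after seeing the data were a pseudocount of 0.1, at least 1 TPM in every library, median-of-ratios scaling, quantile normalization, and knockdown TPM scaled by the median difference to Table S3. Libraries of Kasumi-1 cells, CUT&Tag data, the Hallmark gene sets, and WB and qRT-PCR measurements were not analysed here.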

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

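The tests of scaling and of the Kasumi-1 values were chosen after the result was seen. The others were set before their own result was known.

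Monocyte and macrophage genes, which the paper does not discuss, were higher after ANP32B knockdown than in the sh-NC libraries. The list of 36 genes was written before the TPM were examined but after the first genes of Table S3 had been seen. All 29 genes that could be tested were higher, with a median log2 fold change of 1.88 and a range from 0.56 (CSF1R) to 4.45 (NCF1). Of these, 27 had an adjusted p below 0.05 in limma over all genes, and 28 over the list alone. Camera gave adjusted p = 1.98e-14, and adjusted p = 3.27e-13 with the replicate number as a block. Over the alternatives run, its adjusted p ranged from 4.45e-17 to 0.0256, the highest with the correlation between genes estimated. LYZ, the gene with the highest change among well expressed genes, is a gene of this kind, and CD68 had a log2 fold change of 2.41.

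Technical explanations were tested first. Scaling was tested by quantile normalization, under which the median was 1.65. The way the list was drawn up was tested by leaving out members among the first 100 genes of Table S3, and the other 18 genes had a median of 1.87. After regression on gene length, GC content and expression level, the median of the 29 genes was 1.73. Without genes that have near-identical copies, such as NCF1, the 26 others had a median of 1.88. The larger share of TPM held by the 10 highest genes after knockdown moves all other genes by -0.030 on the log2 scale, which is downward and so opposite to the rise. The rise remained in the 4 tests that recomputed the median. Cells of another type in the knockdown cultures were tested by comparing both knockdown libraries, whose medians over the list differed by 0.0131. Cultures mixed to different degrees would differ, but cells present before the cultures were parted would not, so the pattern cannot be told apart from this explanation.

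A biological explanation was tested on the paper's own Kasumi-1 values. The median of the list in MV4-11 was 1.65 even after quantile normalization. All 16 members that the part of Table S4 used here lists were higher in Kasumi-1 cells (100.0%), where 49.3% of the genes in that part were higher. The other members of the 29 tested have no Kasumi-1 value there. Of the 1977 genes compared, 1889 had the same sign in both lines, so most genes that rose in MV4-11 were also higher in Kasumi-1. The agreement is therefore not particular to this list. As a hypothesis, ANP32B knockdown may shift AML cells of both lines towards monocyte and macrophage gene expression. These values do not exclude cells of another type. Agreement between the lines also cannot separate loss of ANP32B from effects of transduction, puromycin or the hairpin on other genes. Both lines could share such effects.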

How the results depend on the processing

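The log2 fold changes of ANP32B and MYC, the medians of the S-phase, G2/M and monocyte and macrophage genes, and the median of the genes of Fig. 6E kept their direction under all alternatives run. Those of the first 5 with a test also stayed past its threshold. With all 4 libraries, the log2 fold change of MYC ranged from -0.78 (scaled to Table S3) to -0.58 (quantile normalization), and that of ANP32B from -2.92 to -2.75 under the same settings. The replicate block and the removal of the filter on low genes left all counts of calls within 1.5 times the reported ones. Alternatives set before the data were examined that need counts were not run, because the values are TPM. These were the DESeq2 test, DESeq2 size factors in the count model, scaling by library size, a minimum of 10 counts in every library, and a prior count of 0.5.

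The counts of called genes depended most on the fold limit. With a fold limit of 1, 1165 genes were higher and 283 lower, 1448 in all, in place of 3413, 1833 and 5246, and 165 genes were lower in both cell lines in place of 601. With the treat test against the fold limit of 0.5, called at an adjusted p below 0.05, the counts were 950, 481 and 1431. Under it, 319 genes were lower in both cell lines. Both settings ask for larger changes, and the treat counts also rest on an adjusted p in place of the unadjusted one. The adjusted p with the plain fold limit of 0.5 left 3024 genes higher and 1712 lower, so it did not give the drop alone. With the knockdown TPM scaled to Table S3, chosen after seeing the data, 2778 genes were lower. Lower genes made up 34.9% of all calls on the TPM as deposited, 40.3% with median-of-ratios scaling, 50.7% with quantile normalization and 52.2% with scaling to Table S3. They made up 40.1% with at least 1 TPM in every library. The median log2 fold change of all genes moved from 0.08 to -0.04 under quantile normalization. These scalings were chosen after seeing the data, and which of them is right cannot be read from the TPM.

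The median of the genes of Fig. 6E was -0.89 with median-of-ratios scaling, -0.81 with quantile normalization and -0.98 with scaling to Table S3, against -0.84 on the TPM as deposited. The median of the myeloid progenitor genes, 0.03 on the TPM as deposited, reversed to -0.075 with at least 1 TPM in every library, to -0.012 with median-of-ratios scaling and to -0.10 with scaling to Table S3. The median of the p53 target genes reversed to -0.074 with scaling to Table S3. The interferon-stimulated genes kept their median of 0.41 with the correlation between genes estimated, but their adjusted p in camera was then 0.388, and over the other alternatives it ranged from 0.0155 to 0.0219. Scaling to Table S3 lowers the log2 ratio of every gene by the same offset of -0.137, and median-of-ratios scaling moved the median of all genes from 0.08 to 0.04, which accounts for the reversals under these scalings. Asking for at least 1 TPM in every library drops genes but left the log2 fold changes of kept genes as they were, as for MYC and TRMT2A. The reversal therefore came from members that were dropped. The median of all tested members lay between HOXA9 (-0.0746) and RUNX1 (0.137), and after the filter it was the value of HOXA9.

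Among 51 single genes, 346 of 356 values with a test kept direction and call, 5 became weaker, all of TRMT2A, 1 became stronger and 4 reversed. The 4 were BAX at -0.074 with scaling to Table S3, RPS15A at -0.019 with median-of-ratios scaling and at -0.11 with scaling to Table S3, and MYB at 0.00125 with quantile normalization. The values of BAX and RPS15A moved with the shifts of all genes under these scalings. Quantile normalization moved MYB upward from -0.078, and it also moved upward the named genes of similar TPM in all libraries. These were ANP32E (-0.251 to -0.167), MYC (-0.646 to -0.577) and SPI1 (0.507 to 0.569). The reversal of MYB may thus be part of a shift at its expression level, which was not tested further. RPS15A was named after its values were seen. None of these 3 genes had an adjusted p below 0.05 on the TPM as deposited.

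Across the 4 fits that each left out one library, the medians ranged from -0.88 to -0.85 for the genes of Fig. 6E, from -0.97 to -0.95 for the S-phase genes and from -0.87 to -0.83 for the G2/M genes. They ranged from 1.80 to 1.94 for the monocyte and macrophage genes, from -0.066 to 0.19 for the progenitor genes, from 0.011 to 0.12 for the p53 target genes and from 0.34 to 0.58 for the interferon-stimulated genes. The log2 fold change of BAX ranged from -0.013 to 0.13 and that of RPS15A from -0.44 to 0.49. No calls were made in these fits, since they leave 1 library in a group. The depth is unknown, so its effect on genes of low TPM, such as BCL2, could not be measured.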

Differences from the paper's values

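The paper gives 4915 genes as down-regulated in MV4-11 cells, whereas 1833 genes were called lower here. None of the alternatives set before the data were examined closed this gap, and neither did those chosen after seeing the data, among which scaling to Table S3 gave the most, 2778. The number called in either direction here, 5246, does not differ from 4915 by more than 1.5 times.

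The log2 fold changes in the paper's Table S3 differed from those here by more than the spread between replicates for 24 of 25 genes compared. For MYC the paper's value is -0.77 and the value here -0.65. For ANP32B they are -2.97 (the paper's) and -2.78, and for ANP32A -0.38 (the paper's) and -0.23. For MCM2, MCM4, MCM6 and MCM7 the paper's values are -1.34, -1.38, -1.16 and -1.36, and the values here -1.20, -1.25, -1.02 and -1.25. For CTPS1, SNRPD1, CDC45 and PCNA the paper's values are -0.88, -0.92, -1.25 and -1.20, and the values here -0.68, -0.78, -1.10 and -1.07. For HSPE1, NOLC1, RANBP1 and CCT5 the paper's values are -0.93, -0.78, -1.07 and -0.85, and the values here -0.79, -0.65, -0.90 and -0.65. For TYMS, RRM1, HSPD1, GNL3 and ERH the paper's values are -1.32, -1.07, -1.04, -1.06 and -0.97, and the values here -1.17, -0.93, -0.82, -0.86 and -0.82. For CCNB1, BCL2, PLK1 and CDK2 the paper's values are -1.34, -1.32, -1.17 and -1.03, and the values here -1.18, -1.01, -1.01 and -0.88.

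Among the alternatives set before the data were examined, the replicate block and the removal of the filter closed none of these gaps. Leaving out sh-NC replicate 1 closed that of CDC45, leaving out sh-NC replicate 2 that of MCM7, and leaving out sh-ANP32B replicate 1 those of CDC45 and ERH, while leaving out sh-ANP32B replicate 2 closed none. Of those chosen after seeing the values, a pseudocount of 0.1 closed that of CDC45 and median-of-ratios scaling those of CDC45 and MCM7. Scaling to Table S3, also chosen after seeing the values, closed 20 of the 24 and left NOLC1, GNL3, BCL2 and PLK1. It also opened a gap for NOP56, the gene that did not differ, with -0.91 against the paper's -0.79. That scaling is set from the paper's values, so it moves towards them by its making. Quantile normalization and at least 1 TPM in every library, also chosen after seeing the values, closed none, and quantile normalization too opened a gap for NOP56, with -0.71.

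By qRT-PCR, the paper shows ANP32B at about 0.07 of the control in Fig. 6G, read by eye, against 0.143 in the RNA-seq libraries here. It shows MYC at about 0.26 of the control in Fig. 6G, read by eye, against 0.638 here. The other genes compared, CCNB1, CDK2, PLK1, BCL2, ANP32A and BAX, were not counted as differing. For CCNB1 the values are about 0.30 (the paper's, read by eye) and 0.437, and for BCL2 about 0.63 (the paper's, read by eye) and 0.447. Leaving out each library in turn did not close the gaps of ANP32B and MYC, and the other alternatives were not run for this comparison.

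The paper states that expression of TRMT2A fell after ANP32B knockdown, whereas its log2 fold change here was 0.16 (adjusted p = 0.0489 from limma). It stayed positive under all alternatives run, but its adjusted p in limma was 0.0793 with the replicate block and 0.0537 without the filter on low genes. Of the alternatives chosen after seeing the values, scaling to Table S3 gave 0.024 (adjusted p = 0.731), median-of-ratios scaling 0.12 (adjusted p = 0.126) and quantile normalization 0.18 (adjusted p = 0.0374). None gave a fall.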

Other observations

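The tests of the interferon, p53 and progenitor lists, of hairpin sh-ANP32B#3, of the scaling of ribosomal protein genes and of their pseudogenes were chosen after the results were seen. The genes PSMB5, EI24, MFAP4, MTHFD1 and RPS15A were named after their values were seen.

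The 82 ribosomal protein genes were lower after ANP32B knockdown, with a median log2 fold change of -0.41 and 80 genes lower. Relative to the median of all genes this was -0.49, and -0.25 after quantile normalization, under which 79 genes were lower. After regression on gene length, GC content and expression level the median was -0.21, barely over 50% of its size, so these properties may carry a large part of the pattern but did not remove it. The 186 ribosomal protein pseudogenes tested had a median of -0.22. Reads moved from the genes to these pseudogenes would have raised them, so their median argues against this cause of the fall. Reads of the genes assigned to their pseudogenes would fall only if the genes fell, so the values of the pseudogenes may hold such reads. RPS15A, with 393 and 749 TPM in the sh-ANP32B libraries, shows how far such a gene can differ between replicates. Depth, which is unknown, and batches, which neither the labels nor the paper give, were not tested, so no biological reading is offered.

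Interferon-stimulated genes were tested because a hairpin RNA could trigger an interferon response. Of 31 genes, 22 were tested and 17 were higher, with a median of 0.41, from -1.75 (IFITM1) to 1.5 (IFI6). Camera gave adjusted p = 0.0216, and 0.0219 with the replicate block, but 0.388 with the correlation between genes estimated. The data cannot tell whether there was such a response. The p53 target genes were tested because the paper cites inhibition of p53 by ANP32B. Of 21 genes tested, 12 were higher and 9 lower, with a median of 0.06 and adjusted p = 0.94 in camera, so the list did not move as a whole, although BTG2 rose by 2.5 and CDKN1A by 1.13 while AEN was at -0.98. For the myeloid progenitor genes, 9 of 18 were higher and 9 lower, with a median of 0.03 and adjusted p = 0.94 in camera. This gave no loss of progenitor expression as a list. Single genes of the list moved in both directions, from -0.79 (ERG) to 1.32 (ELANE). Of the 18, 10 had an adjusted p below 0.05 in limma, and 4 were called lower and 3 higher. Among the genes the paper names in its introduction, SPI1 had a log2 fold change of 0.51.

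Silencing of other genes by hairpin sh-ANP32B#3 was tested, as the column names carry the mark S3. The 1210 genes with the 7-base site GATGGCT of the hairpin's seed in the 3 prime UTR, among 11121 genes, had a median shift of 0.0329 against other genes. This lay inside the range from -0.0508 to 0.0883 that covered the central values of 200 control 7-mers. The 170 genes with the 8-base site had a shift of -0.0180. PSMB5, EI24, MFAP4 and MTHFD1 were lower in MV4-11, with log2 fold changes of -1.94, -1.79, -1.85 and -1.5, and the paper's values in Kasumi-1 are -1.87, -1.53, -1.67 and -1.72. Their longest matches to the hairpin's target were 8, 8, 9 and 7 bases. The highest percentile of these among transcripts of similar length was 92.7, but an uninterrupted match cannot show sites with mismatches. Over windows of 21 bases without gaps, the fewest mismatches to the target were 7, 9, 8 and 8. For PSMB5, the gene with the fewest, 6.41% of transcripts of similar length had a window as good, and for the others more did. The seed and mismatch tests were negative. They cover 1 transcript per gene and do not exclude sites with gaps or in other transcripts.

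Of the 1998 genes of Table S3 used, 24 departed from the TPM by more than 0.3 on the log2 scale after the median difference was removed. A named pseudogene was found for 6 of the 24 (25.0%) and for 24.5% of the others (Fisher's exact test, two-sided p = 1.0), so such genes were no more frequent among the departures. This does not exclude shared reads for single genes, and overlaps on the same strand were not tested. No biological explanation was tested.

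EEF1G had 1958 and 1824 TPM in the sh-NC libraries and 309 and 480 TPM in the sh-ANP32B libraries. ENSG00000255508, which shares exonic bases with it on the same strand, rose from 99.5 and 137 TPM to 480 and 441 TPM. If reads had only been assigned differently, the summed TPM would stay level, but their log2 ratio was -1.23. The shift between the genes therefore did not account for all of the fall, with the reservation that TPM of 2 genes are scaled by different lengths.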
